# Anticancer effects and mechanisms of *Pulsatilla chinensis*, *Bupleurum chinense* and *Polyporus umbellatus* on human lung carcinoma and hepatoma cells

**DOI:** 10.1016/j.csbj.2025.07.023

**Published:** 2025-07-13

**Authors:** Mengzhen Li, Woonghee Kim, Han Jin, Hong Yang, Xiangtai Kong, Xiya Song, Hasan Turkez, Yuefeng Bi, Chengxue Pan, Ling Fu, Hongmin Liu, Mathias Uhlen, Cheng Zhang, Adil Mardinoglu

**Keywords:** Traditional Chinese medicine, Herbal extract, Liver cancer, Lung cancer, Cancer therapeutics, RNA sequencing, Bioinformatic analysis

## Abstract

Herbs are extensively utilized in Traditional Chinese Medicine (TCM) for lung and liver cancer treatment, but the mechanisms behind these herbs remain largely unknown. Here, high-throughput transcriptomic analysis technology was used to uncover molecular mechanisms of herbal treatment. Furthermore, we developed a compound recognition approach utilizing the LINCS L1000 database to identify potential treatment targets. Our results showed that among 14 herbs tested, *Pulsatilla chinensis* exhibited the strongest anticancer effects in A549 and Huh7 cells, followed by *Bupleurum chinense*, and *Polyporus umbellatus*. *P. chinensis* exerts its anticancer properties by downregulating cell cycle-related transcription factors, including E2F1 and TFDP1. Notably, the mechanisms of *P. chinensis* treatment differed between the two cell lines. In A549 cells, which possess wild-type p53, *P. chinensis* induced apoptosis through the regulation of the p53 pathway. In contrast, in Huh7 cells, which harbor mutant p53, the effect was mediated via the TNF-α/NF-κB signaling pathway. We also identified two drugs, AMG232 and Nutlin-3, that exhibited treatment effects similar to *P. chinensis* in A549 cells. Both drugs function as inhibitors of the MDM2-p53 interaction. Western blot analysis confirmed the alteration of the relevant proteins, aligning with our computational predictions. Furthermore, 23-hydroxybetulinic acid, a key active compound of *P. chinensis*, demonstrated the ability to inhibit the p53-MDM2 interaction by binding to the same pocket on the MDM2 protein.

## 1 Introduction

Cancer has a significant impact on global health [1]. Liver and lung cancers are among the most common cancer types and remain leading causes of cancer-related deaths worldwide [2], [3]. Effective treatment remains a significant challenge [4]. According to 2023 data from the American Cancer Society, the 5-year relative survival rate is 23 % for lung cancer and 21 % for liver cancer [5]. Current therapeutic options for lung and liver cancers mainly rely on surgical removal, chemotherapy, radiation therapy, and immunotherapy [6], [7]. However, the efficacy of these treatments is limited, and there are even fewer options for advanced cancers. Additionally, patients receiving available therapies often experience a range of side effects shortly after the initial dose. For instance, immunotherapy may lead to autoimmunity and nonspecific inflammation [8]. Chemotherapy could induce multidrug resistance (MDR) [9]. Consequently, the development of new drugs and treatment strategies is essential for advancing cancer treatment.

Natural compounds play an important role in cancer therapy [10]. Drug discoveries from medicinal plants continue to provide new and effective therapeutic options against various pharmacological targets, including those for cancers [11]. Plant-derived drugs are widely used in traditional Chinese medicine (TCM), and long-term practice has shown that some of them possess anticancer properties. However, due to their complex nature and intricate composition, it remains challenging to systematically understand the mechanisms of action and identify therapeutic targets of herbs in cancer treatment. Advancements in high-throughput sequencing and computational biology have made it feasible to apply transcriptomic and bioinformatics analyses across a wide range of fields. These approaches are effective for studying the alteration of gene-expression profiles induced by herbal treatment, which could reveal the overall biological effects of herbs. This aids in a more thorough exploration of the underlying mechanisms of herbs in cancer therapy [12].

In this study, we aimed to identify the herbs that have potential anticancer effects on lung and liver cancer and reveal their underlying molecular mechanisms based on global transcriptomic analysis. The selected cell models for our study were human A549 lung carcinoma, the most representative human non-small cell lung cancer cell line [13], [14], and Huh7 hepatocellular carcinoma, which is also a commonly used liver cancer cell line, showing high concordance of gene expression with human hepatoma [15]. We then evaluated the efficacy of 14 commonly used anticancer herbs on the cell viability of A549 cells and Huh7 cells. These 14 herbs are categorised under 9 different plant families and fall within the six main categories of therapeutic effects according to TCM theory for cancer treatment (Table 1). Based on cell viability results, the most effective herbs were selected for further analysis. RNA was extracted from A549 and Huh7 cells following treatment with these herbs and subjected to RNA sequencing. Bioinformatics analyses, including differential gene expression, functional enrichment, and transcription factors (TFs) prediction, were conducted to uncover the mechanisms underlying the therapeutic effects of the herbal treatments. In addition, by integrating computational analyses with the LINCS perturbation-based gene expression database, we identified pharmaceutical compounds that share similar mechanisms of action with the studied herbs based on transcriptomic profiles. Finally, experimental validation was conducted to confirm the pathways identified through transcriptomic analysis. In summary, this comprehensive study combined computational and experimental approaches to elucidate the molecular mechanisms underlying the effectiveness of selected herbs in the treatment of lung and liver cancers.

**Table 1:** 14 Herbs included in this study.

TCM categories	Plant families	Official name	Abbreviation	Chinese name
heat-clearing	Ranunculaceae	*Pulsatilla chinensis* (Bunge) Regel	*P.chinensis*	BaiTouWeng
	Rubiaceae	*Scleromitrion diffusum* (Willd.) R.J.Wang	*S.diffusum*	BaiHuaSheSheCao
	Brassicaceae	*Isatis indigotica* Fort.	*I.indigotica*	DaQingYe
	Asteraceae	*Taraxacum mongolicum* Hand.-Mazz.	*T.mongolicum*	PuGongYing
	Asteraceae	*Artemisia annua* L.	*A.annua*	QingHao
immunity enhancement	Campanulaceae	*Codonopsis pilosula* (Franch.) Nannf.	*C.pilosula*	DangShen
	Fabaceae	*Glycyrrhiza uralensis* Fisch.	*G.uralensis*	GanCao
	Fabaceae	*Astragalus membranaceus* Fisch	*A.membranaceus*	HuangQi
	Araliaceae	*Panax ginseng* C.A.Mey.	*P.ginseng*	RenShen
diuretic properties	Polyporaceae	*Poria cocos* (Schw.) Wolf	*P.cocos*	FuLing
	Polyporaceae	*Polyporus umbellatus* (Pers.) Fries	*P.umbellatus*	ZhuLing
liver soothing	Apiaceae	*Bupleurum chinense* DC.	*B.chinense*	ChaiHu
Yang-tonifying	Ranunculaceae	*Aconitum carmichaelii* Debeaux	*A.carmichaelii*	HeiShunPian
blood stasis removal	Asteraceae	*Carthamus tinctorius* L	*C.tinctorius*	HongHua

## 2 Materials and methods

### 2.1 Materials and reagents

A549 and Huh7 cell lines were obtained from the Cell Profiling Unit at the Science for Life Laboratory. Cells were maintained with DMEM High glucose (D0822, Sigma-Aldrich) supplemented with 10 % fetal bovine serum (F7524, Sigma-Aldrich), and 1 % P/S (P4333, Sigma-Aldrich). HepG2 and H1299 cells was obtained from Cytion and HepG2. Cells were cultured with RPMI-1640 (R2405, Sigma-Aldrich) supplemented with 10 %FBS and 1 % P/S.

Fourteen herbs were used in this study. All of them were purchased from Henan Yunfeng Pharmaceutical Co., Ltd. in Yuzhou City, China. Voucher specimens of *S.diffusum* (2019–29), *P.chinensis* (2019–18), *B.chinense* (2019–13), *C.pilosula* (2019–15), *I.indigotica* (2019–17), *P.cocos* (2019–20), *G.uralensis* (2019–28), *C.tinctorius* (2019–16), *A.carmichaelii* (2019–23), *A.membranaceus* (2019–27), *T.mongolicum* (2019–24), *A.annua* (2019–25), *P.ginseng* (2019–26), *P.umbellatus* (2019–19) were deposited at the Zhengzhou University School of Pharmacy Specimen Museum. These plant names have been checked with http://mpns.kew.org.

To obtain the herbal extracts, herbs were first pulverized and filtered through a screen with a pore size of 6.6 mm and a mesh count of 3. Then, it was immersed in 75 % ethanol for 30 min at 40°C. After that, the ultrasonic extraction was performed twice, each lasting one hour, at 40°C for flowers and whole plane and 50°C for rhizomes. Then, the mixture underwent vacuum concentration at 50°C. Density after concentration is 1.0–1.1 g/ml. Thin-layer chromatography identification was utilized to check whether the active compounds were thoroughly extracted. The concentrated extract was frozen at −40°C in a freezer for 24 h and then subjected to freeze-drying under vacuum for 48 h. The resultant freeze-dried powder was then reconstituted in DMSO to a concentration of 10 mg/ml for subsequent experiments.

### 2.2 Cell viability assay

For the cell viability assay, cells were seeded at 5000 cells per well into 96-well plates as triplicated. For anticancer toxicity screening, we treated 10 µg/ml herbal extracts to cells for 48 hr. Additionally, IC_50_ value measurements were performed using concentrations of 30, 10, 3, 1, 0.3, 0.1, and 0.03 µg/ml, respectively. Sorafenib and Regorafenib were used as µM and same digit, respectively. Cell viability was measured by MTT assay (M6494, ThermoFisher) by following the manufacturer’s instructions. Optical density (OD) was enumerated with a microplate reader (Hidex Sense Meta Plus).

### 2.3 Western blot analysis

Cells were seeded into a 6-well plate at 200,000 cells per well. After 10 µg/ml herbal extract treatment, whole cell lysate was prepared with CelLytic M (C2978, Sigma-Aldrich) buffer, and samples were prepared with 2x Laemmli Sample Buffer (1610737, Biorad) at 20 µg protein lysate. SDS PAGE was performed with Mini-PROTEAN® TGX™ Precast Gels (Bio-Rad) and transferred using Trans-Blot® Turbo™ Transfer System (Bio-Rad). PARP (9542S, Cell signaling), Active Casapse3 (ab214430, Abcam), Active caspase8 (D374, Cell signaling), FADD (ab124812, Abcam), MDM2 (33–7100, Invitrogen), GAPDH (ab8245, Abcam), p53 (ab32389, Abcam), c-Myc (ab32072, Abcam), Histon H3 (ab1791, Abcam), NF-κB p65 (ab16502, Abcam), NF-κB P50 (AB32360, Abcam), DP1 (MA5–35676, Invitrogen) and α-tubulin (ab7291, Abcam) were blotted as a primary antibody overnight. Secondary antibodies, Goat Anti-Rabbit HRP (ab205718) and goat anti-mouse IgG-HRP (sc2005, Santa Cruz Biotechnology, Inc.) were blotted for one hour. The protein band was detected with ImageQuantTMLAS 500 (29–0050–63, GE).

### 2.4 RNA extraction and sample preparation for RNA sequencing

RNA extraction was performed using the RNeasy Plus Mini Kit (74134, QIAGEN). The integrity of the extracted RNA was assessed by measuring the RNA Integrity Number (RIN) using the RNA 6000 Nano kit (5067–1511, Agilent) on the 2100 Bioanalyzer Instrument (G2939BA, Agilent), which utilizes electrophoresis for this measurement. Samples with RIN scores above 8 were selected and sent to SZA Omics in Istanbul for RNA sequencing analysis.

### 2.5 Library preparation and RNA-sequencing

The quality and quantity of the samples were assessed spectrophotometrically with NanoDrop (Thermo Fisher, USA). For the RNA samples, the ratio of absorbance at 260 and 280 nm (A260/280) of ∼2, A260/230 of 2.0 – 2.2, and RIN > 8.0 were accepted as acceptable quality.

Stranded Total RNA Prep, Ligation with Ribo-Zero Plus kit is used for the construction of NGS libraries from the samples with acceptable quality parameters. RNA samples were sequenced 2 × 100 paired-end with a total of 25 M fragment reads. Pair-end sequencing was performed by NovaSeq6000 (NovaSeq Control Software 1.6.0/ RNA v3.4.4).

Raw sequencing data (.bcl) was demultiplexed and converted to FASTQ with DRAGEN Software, v3.9.5. The data was converted to fastq format using Illumina 1.8 quality scores.

### 2.6 RNA-seq data preprocessing

The fastq files were first explored by FastQC (Babraham Institute, Cambridge, UK) for quality control. Gene expression count data was quantified using the standard protocol of Kallisto [16]. The reference cDNA for alignment and quantification was GRCh38.p13 (v108) for Homo sapiens, which was retrieved from the Ensembl website. After filtering only protein-coding genes and genes with an average count greater than 5, the Kallisto data was used for the downstream analysis. 

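In the table of estimated counts that the authors made with kallisto, the lowest mean of a gene over the 24 libraries was 5.04 counts. Taken over the 12 libraries of 1 cell line, the mean was 5 counts or less for 951 genes in A549 cells and for 709 genes in Huh7 cells. These genes were left out of the tests of that line, which covered 13633 protein-coding genes in A549 cells and 13875 in Huh7 cells. The genes tested in both lines numbered 12924.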

There were 13776 and 14107 genes retained in the A549 and Huh7 cell groups, respectively.

### 2.7 Differential Expression Analysis

We used the DESeq2 R package (v1.36.0) [17] to identify the differentially expressed genes (DEGs). Significance for up-regulated genes was determined with an adjusted P-value < 0.05 and a log_2_ fold change > 0, and vice versa (log_2_ fold change < 0) for down-regulated genes. The Benjamini-Hochberg (BH) correction was used for multiple testing corrections.

### 2.8 Principal Component Analysis

Based on gene expression profiles after variance stabilizing transformation, Principal Component Analysis (PCA) was used to explore the sample distribution using the R package of pcaMethods (v1.92.0) [18].

### 2.9 Gene set functional analysis

We performed gene set enrichment analysis (GSEA) [19] to assess the associated biological pathways in the A549 and Huh7 cells after *P. chinensis, B. chinense* and *P. umbellatus* treatments. For this, genes were sorted by log_2_ fold change in descending order, and hallmark gene sets from the Molecular Signatures Database (MSigDB) [20] were tested for their significance.

In addition, gene set overrepresentation analysis (GSOA) was applied to determine whether known biological functions or processes were overrepresented in the DEGs induced by herbal treatments. To understand the biological mechanism of different herbal treatments, we extracted the up-regulated and down-regulated genes from *P. chinensis, B. chinense* and *P. umbellatu* treatment groups in both A549 and Huh7 cells. We used these extracted lists of genes as interested genes and all detected genes as the background to explore whether genes of interest were significantly associated with specific Gene Ontology (GO) biological process terms. Further, to explore the biological functions of genes commonly modulated by all three herbal treatments, we identified the common genes that were either up-regulated or down-regulated across treatment with *P. chinensis, B. chinense* and *P. umbellatus* in both A549 and Huh7 cells. These common genes were then analyzed via GSOA to uncover any significant association with biological functions.

The R package clusterProfiler (v4.4.4) [21], [22] was used for both GSOA and GSEA.

### 2.10 DEG similarity comparison

We used the Jaccard index to assess the similarity among the DEGs across various treatment groups, which is defined as the size of the intersection divided by the size of the union of two gene sets. We also applied the R package GOSemSim (v2.22.0) [23] to perform the semantic comparisons of significant GO biological processes associated with different DEG sets, which could quantify the similarity of two sets of enriched GO terms.

### 2.11 Transcription factors prediction

We used ChIP-X Enrichment Analysis 3 (ChEA3), a web-based tool for transcription factors enrichment analysis (TFEA) [24]. ChEA3 libraries contain a collection of TF-target gene set libraries from multiple sources, including ChIP-seq experiments, TF–gene co-expression from RNA-seq studies, and TF–gene co-occurrence computed from crowd-submitted gene lists. By comparing a set of DEGs with ChEA3 libraries using Fisher's exact test, this tool can aid in predicting the transcriptional factors (TFs) responsible for the query DEGs. In our study, the DEGs of different treatment groups were submitted to ChEA3 as input. The top ten TFs were selected by mean rank across all libraries. We selected representative TFs along with their regulated genes to construct the gene regulatory network. To understand the biological functions of the selected TFs and their regulated genes, we retrieve the information of corresponding proteins from the Human Protein Atlas (HPA) (https://www.proteinatlas.org/) [25], [26]. To simplify network visualization, we included only TF-regulated genes classified as unfavorable prognostic factors in the respective cancer types, as indicated in the pathology section of the HPA. The visualization of the gene regulatory networks was constructed by Cytoscape (v3.10.1). In addition, immunohistochemistry (IHC) staining images for the selected transcription factors were obtained from the HPA. The procedures for IHC image generation and staining intensity evaluation were described in their previous publication [26]. To ensure fair comparison, we selected images generated using the same antibody for each target gene.

### 2.12 Similar compound recognition using the LINCS L1000 database

To investigate the compounds that have similar functions to *P. chinensis*, a comparative analysis between the gene expression profiles of A549 cells in response to *P. chinensis* and different compounds was conducted. The comparative analysis was performed using the GSEA algorithm based on the perturbation-driven gene expression of A549 cells in LINCS L1000 gene expression resources (level 5 data) (http://clue.io/) [27]. This resource encompasses extensive gene expression profiles resulting from compound perturbations in cultured human cells and level 5 data provides the normalized z-score of different gene expression values compared to the control group.

Briefly, the top 500 up-regulated and the top 500 down-regulated genes of each compound were selected as predefined gene sets based on the value of z-score. The DEGs of the *P. chinensis* treatment were sorted in descending order based on the log_2_ fold change. Then, GSEA was applied to analyze the enrichment score of each compound-related gene set based on the ranked gene list of DEGs. Here, a positive normalized enrichment score (NES) indicates that the gene set was activated and vice versa. The summarized NES for each compound was determined by subtracting the NES of the top 500 down-regulated genes from the NES of the top 500 up-regulated genes. Finally, the compound's similarity with *P. chinensis* was ranked by the summarized NES value. The p-values corresponding to the NES scores of the top 500 up-regulated and top 500 down-regulated genes were corrected by the Benjamini-Hochberg procedure.

### 2.13 Pathway activities assessment using PROGENy

We employed PROGENy analysis to infer the activities of 14 cancer-related pathways induced by herbal treatments [28]. The top 100 genes of each pathway were selected as signatures. The R package progeny (v2.0.1) was used to calculate the z-score of the pathway’s activities based on the test statistic (the stat column of DESeq2 results).

### 2.14 Molecular docking

The molecular docking calculations were based on crystallographic data for the protein structure of MDM2 binding to the transactivation domain of p53 (PDB:1YCR), they were optimized by the Protein Preparation Wizard module at pH 7.0. Then, prepared ligands were docked to the optimized protein by Glide with Standard Precision mode. All other parameters for the above process were the default parameters. The docking studies were performed by Maestro of Schrödinger Suites (version 2020–4), and obtained poses were analyzed with PyMOL (version 2.3.0).

### 2.15 Reporter metabolites

Reporter metabolites analysis was performed using the reporter Metabolites function in the RAVEN Toolbox version2.0, based on the Human-GEM model (version 1.15)[29]. Differentially expressed genes were mapped to the metabolic network, and reporter metabolites were identified as those surrounded by significant transcriptional changes.

### 2.16 Statistical analysis

DEG analysis was done by the R package DESeq2 (v1.36.0). Statistical differences in cell viability between herbal treatment groups and the control group were estimated by *t*-test. Error bars shown in the graphs are presented as the mean ± standard deviation. P-values less than 0.05 are considered statistically significant and shown by an asterisk mark (∗).

## 3 Results

### 3.1 *P. chinensis*, *B. chinense,* and *P. umbellatus* showed superior anticancer effects on A549 and Huh7 cells among the 14 herbs tested

We treated both A549 and Huh7 cells with 14 different herbal extracts, including *H. diffusa, P.chinensis, B. chinense, S. miltiorrhiza, C. cyrtophyllum, Poria, G. uralensis, C. tinctorius, A. carmichaelii, A. membranaceus, Taraxacum, A. carvifolia, P. ginseng,* and *P. umbellatus.* Based on cell viability assays, three herbs—*P. chinensis*, *B. chinense*, and *P. umbellatus*— demonstrated the strongest inhibitory effects on both A549 and Huh7 cell viability (Fig. 1A). Among them, *P. chinensis* showed the most potent suppression in A549 cells and Huh7 cells. To further evaluate its efficacy, we determined the IC50 value of *P. chinensis*, using two multi-target kinase inhibitors—Sorafenib and Regorafenib—as positive controls(Fig. 1B). Since A549 Is a p53 wild-type cell line and Huh7 harbors a p53 mutation, we also included H1299 (p53-null) for lung cancer and HepG2 (p53 wild-type) for liver cancer to investigate whether the treatment effect of *P. chinensis* extends to cancer cell lines with different p53 mutation statuses. These results suggest that *P. chinensis* exhibits a strong inhibitory effect on cancer cell viability across different cell lines.

**Fig. 1:**
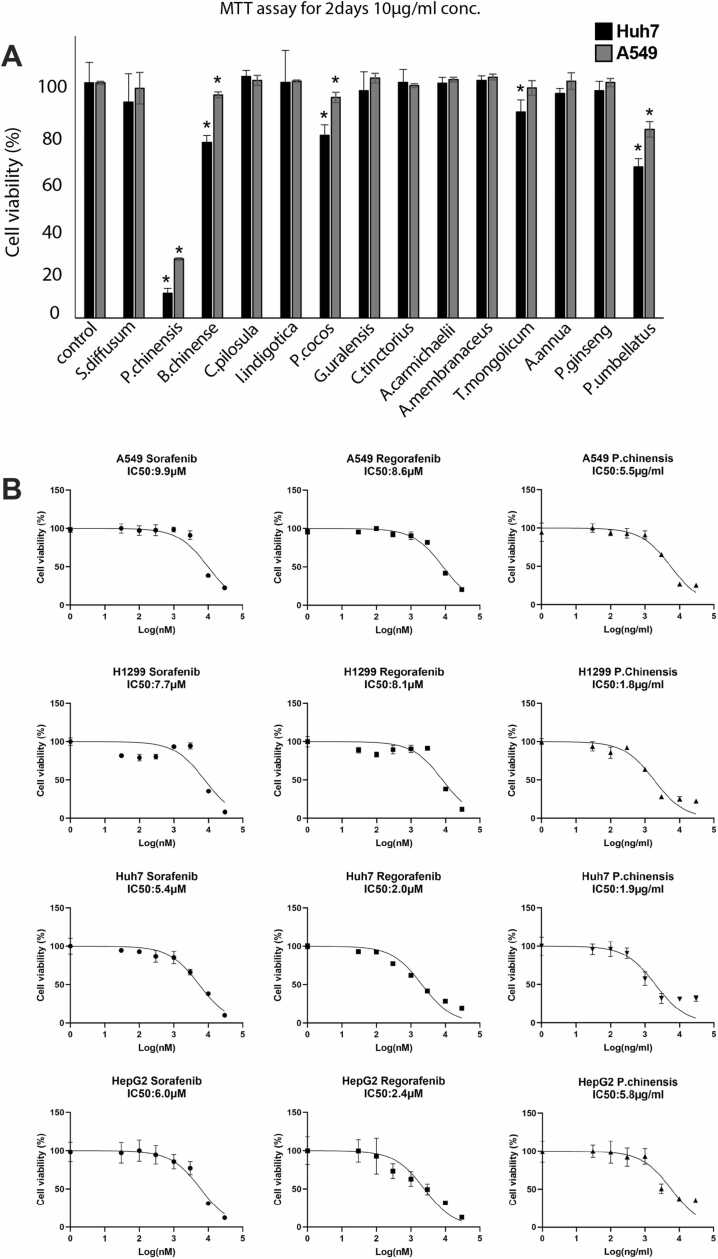
*P. chinensis*, *B. chinense,* and *P. umbellatus* showed superior anticancer effects on A549 and Huh7 cells among the 14 herbs tested.(A)Cell viability of 10 µg/ml herbal extracts treated on A549 and Huh7 cells for 48 h. (B)IC_50_ of *P. chinensis* on A549, H1299, Huh7 and HepG2 cells. Sorafenib and Regorafenib were used as positive controls.

### 3.2 Differential responses of A549 and Huh7 cells to herbal treatments

To understand the anti-cancer mechanism of *P. chinensis, B. chinense* and *P. umbellatus* in A549 and Huh7 cancer cell lines, we performed transcriptomic analysis. 

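A549 is a human lung adenocarcinoma cell line and Huh7 a human hepatocellular carcinoma cell line. RNA was sequenced from 3 replicates of each line per group, the groups being control cells and cells treated with an extract of P. chinensis, B. chinense or P. umbellatus, which gave 24 libraries. The library kit removed ribosomal RNA from total RNA, so mRNAs without a poly(A) tail, such as those of histones, were also sequenced. The paper gives a depth of 25 M fragment reads. The authors estimated the counts of each transcript with kallisto against the GRCh38 transcripts of Ensembl and deposited estimated counts for 14585 genes, 14584 of them protein-coding, as whole numbers without normalization for library size. In A549 cells, the libraries summed to between 8160045 and 10616955 counts on these genes in the control group (median 10460133), between 8326089 and 10570251 with P. chinensis (median 9858136), between 6803704 and 9173325 with B. chinense (median 8911656), and between 8056191 and 17175624 with P. umbellatus (median 10831564). In Huh7 cells, the range was 16455709 to 24345541 in the control group (median 20225796), 13259204 to 24340250 with P. chinensis (median 22917605), 9526159 to 11546100 with B. chinense (median 10978665), and 7182444 to 10328734 with P. umbellatus (median 8355598). Between 2 replicates of a group, the chi-square statistic of a gene had a median of 2.73 to 5.39 times the value that sampling alone gives, except for the 2 pairs with replicate 2 of P. umbellatus in Huh7 cells, at 13.4 and 17.8 times. Counts were normalized by edgeR's TMM method. All 12 libraries of a line were fitted in 1 model with a coefficient per group, and DEGs were the genes with an adjusted p-value below 0.05 in edgeR's quasi-likelihood test (two-sided) with Benjamini-Hochberg adjustment. The extracts were dissolved in DMSO, and the paper's text does not state whether the control cells received DMSO, nor the dose and time of treatment of the sequenced cells.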

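The counts of 14584 protein-coding genes in the 24 libraries were put through DESeq2's variance stabilizing transformation, and each gene was centred and scaled to unit variance. The first principal component (PC1) carried 57.0% of the variance and the second (PC2) 11.5%. On PC1, the 12 A549 libraries lay between 78.8 and 92.9 and the 12 Huh7 libraries between -100.7 and -81.6. On PC2, the 3 Huh7 libraries treated with P. umbellatus lay between -160.8 and -25.8, and the other libraries of both lines between -26.3 and 34.4. Among the alternatives tried, PC1 moved most when only the 500 most variable genes were used, to 98.2%.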

PCA plots showed that the gene expression profiles of different treatment groups were distinctly separated by their cell type (Supplementary Figure 1A). A heatmap was generated to visualize the expression profiles of the top 50 most variable genes across all samples, revealing distinct cell–type–specific expression patterns independent of the herbal treatments (Supplementary Figure 1B).

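Each of the 50 genes with the highest variance over the 24 libraries had values in A549 cells that did not overlap those in Huh7 cells. They were higher in A549 cells for 29 genes, among them KRT81, KRT7 and ALDH3A1, and higher in Huh7 cells for 21 genes, among them APOB, ALB and AFP. These 6 genes were named as examples after their values were seen. The share of a gene's variance that lay between the lines was lowest for MUC5AC, at 98.25%, and had a median of 99.7% over the 50 genes, against 65.5% over all 14584 genes.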

In both A549 and Huh7 cells, PCA analysis revealed that samples treated with *P. chinensis*, *B. chinense*, and *P. umbellatus* clustered separately from the control groups, indicating significant alterations in gene expression following herbal treatment. the *P. chinensis* group displayed distinct PC2 values in both A549 and Huh7 cells compared to *B. chinense* and *P. umbellatus*, suggesting that the transcriptional response induced by *P. chinensis* may differ from those elicited by the other two herbs. These findings are consistent with the cell viability results, which showed that *P. chinensis* exerted the strongest cytotoxic effect among the three herbs. 

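Within A549 cells, PC1 carried 33.3% of the variance and PC2 10.7%. The 3 control libraries lay between 106.8 and 115.6 on PC1 and the 9 treated libraries between -54.9 and -20.5, a separation with p = 0.00455 in a two-sided exact permutation test of the group means, the smallest p that the 220 splits allow (0.0190 after Benjamini-Hochberg adjustment over the 8 such tests made). On PC2, the libraries treated with P. chinensis lay between 36.7 and 79.9, those treated with B. chinense between -29.9 and -12.9, and those treated with P. umbellatus between -51.8 and -21.6. P. chinensis differed from the other two herbs on PC2 with p = 0.0119 in the exact permutation test, the smallest p that 84 splits allow (adjusted 0.0190), and the same p was found on PC1. Control and treated A549 libraries did not differ on PC2 (exact permutation p = 0.664, adjusted 0.664). In Huh7 cells, PC1 carried 39.9% of the variance and mainly set apart P. umbellatus, at -206.4 to -35.0, while the control libraries (37.8 to 41.3) overlapped those of P. chinensis (33.1 to 42.4), and control and treated libraries did not differ there (exact permutation p = 0.268, adjusted 0.306). P. chinensis and the other two herbs did not differ on PC1 of Huh7 cells either (exact permutation p = 0.167, adjusted 0.222). PC2 carried 20.0%, with control at -61.8 to -60.6, B. chinense at -22.0 to -9.17, P. umbellatus at -3.89 to 2.04 and P. chinensis at 73.6 to 85.8. Control and treated libraries differed on PC2 (exact permutation p = 0.00909, adjusted 0.0190), as did P. chinensis and the other two herbs (exact permutation p = 0.0119, adjusted 0.0190). Without replicate 2 of P. umbellatus, PC1 carried 27.6% in Huh7 cells. From the position of P. chinensis on PC2, the paper proposes that its transcriptional response may differ from those of the other two herbs, and relates it to the stronger effect of P. chinensis on viability.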

We observed distinct gene expression changes under the treatment of *P. chinensis, B. chinense,* and *P. umbellatus* compared to control group, based on an adjusted p-value cutoff of 0.05. These gene expression changes are detailed in the volcano plots (Supplementary Figure 2). 

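In A549 cells, 2148 genes were up-regulated and 2325 down-regulated with P. chinensis, 1789 and 2043 with B. chinense, and 1827 and 2015 with P. umbellatus. The corresponding numbers in Huh7 cells were 1450 and 1451, 72 and 105, and 2674 and 2464. The DEGs of P. chinensis made up 32.8% of the genes tested in A549 cells and 20.9% in Huh7 cells, and the median absolute log2 fold change of these DEGs was 0.48 and 0.56, respectively. Among the alternatives tried, a minimum absolute log2 fold change of 1 moved the counts most in A549 cells, for example to 513 up-regulated and 405 down-regulated genes with P. chinensis. The counts in Huh7 cells also depended on the libraries in the fit: on only the 6 libraries compared, they were 2879 and 3013 with P. chinensis, 400 and 717 with B. chinense, and 540 and 719 with P. umbellatus. With replicates left out in turn, the up-regulated and down-regulated genes in Huh7 cells ranged from 886 to 2306 and 921 to 2537 with P. chinensis, from 20 to 362 and 31 to 547 with B. chinense, and from 1482 to 3291 and 1676 to 3071 with P. umbellatus, the highest for P. chinensis and B. chinense without replicate 2 of P. umbellatus.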

We applied the Jaccard index to assess the similarity of DEGs across different treatment groups, which also revealed cell type–specific differences. The three herbs induced a greater number of overlapping genes in A549 cells compared to Huh7 cells (Fig. 2C).

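The Jaccard index is the number of DEGs shared by 2 treatments over the number found with either. For the up-regulated genes in A549 cells it was 0.5799 between P. chinensis and B. chinense (1445 of 2492 genes, 95% Wilson interval 0.560 to 0.599), 0.576 between P. chinensis and P. umbellatus (1452 of 2523, 0.556 to 0.595) and 0.666 between B. chinense and P. umbellatus (1445 of 2171, 0.646 to 0.685). In Huh7 cells the same pairs gave 0.0482 (70 of 1452 genes, 0.0383 to 0.0605), 0.212 (95% Wilson interval 0.199 to 0.226) and 0.0250 (67 of 2679). For the down-regulated genes, the mean over the 3 pairs was 0.640 in A549 cells and 0.101 in Huh7 cells. The indices with B. chinense in Huh7 cells were bounded by its few DEGs. The intervals treat genes as independent and leave out the spread between libraries and settings: the index of 0.0482 was 0.116 with DESeq2 and 0.117 in fits on the 6 libraries compared. With the 500 genes of lowest p in each direction taken from every comparison, the mean index for up-regulated genes in Huh7 cells rose from 0.0950 to 0.225, the largest move of this value among the settings tried. All 3 comparisons of a line share the same control libraries, which by itself makes their changes alike. In 20 simulations with no change in any treated group, the Jaccard index of the 500 genes of lowest p had a mean of 0.111 with the A549 controls and 0.109 with the Huh7 controls, against observed means of 0.666 and 0.239. The Pearson correlation of the log2 fold changes of 2 herbs across genes, which are not independent replicates, had an observed mean of 0.796 in A549 cells and a simulated mean of 0.507. In Huh7 cells, the observed mean was 0.459 and the simulated mean 0.470, with 0.536 observed between P. chinensis and B. chinense and 0.417 and 0.423 in the pairs with P. umbellatus. The simulated groups held no changes, and changes that differ between herbs lower the correlation. The simulations therefore cannot say how much of the Huh7 correlations the controls give. Compared directly, B. chinense and P. umbellatus differed in 7 genes in A549 cells (1003 genes at an unadjusted p below 0.05) and in 3781 genes in Huh7 cells. The 3781 genes come from counts without a correction for GC content and transcript length. After that correction, 28.1% of the genes called with P. umbellatus against control in Huh7 cells were called in the same direction. The mean indices in Huh7 cells, computed with it after results were seen, were 0.182 for up-regulated and 0.248 for down-regulated genes.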

**Fig. 2:**
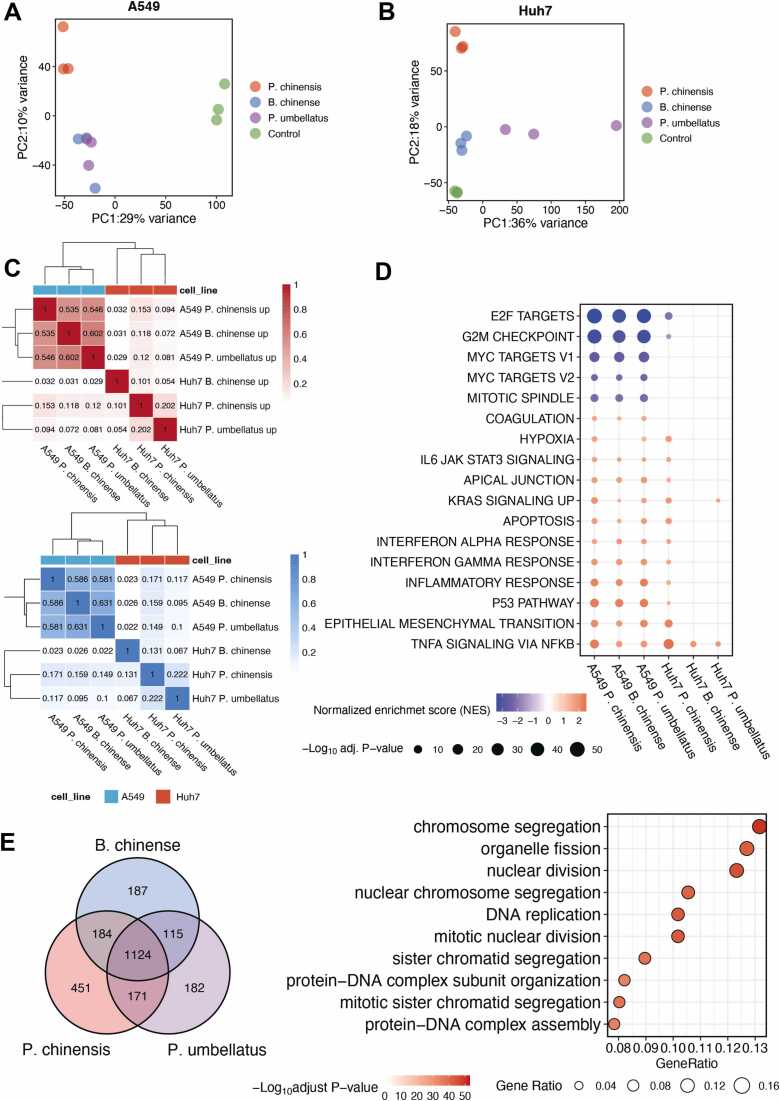
The treatment effect of *P. chinensis*, *B. chinense*, and *P. umbellatus* on A549 cells exhibits a high degree of similarity(A)Principal Component Analysis (PCA) plot displays RNA-seq gene expression in A549 cells treated with *P. chinensis*, *B. chinense*, *P. umbellatus*, and a control group.(B)Principal Component Analysis (PCA) plot displays RNA-seq gene expression in Huh7 cells treated with *P. chinensis*, *B. chinense*, *P. umbellatus*, and a control group.(C)Heatmaps of the Jaccard index shows the similarity of up and down-regulated genes across different herbal treatment groups in both A549 and Huh7 cells(D)A dot plot illustrates the results of Gene Set Enrichment Analysis (GSEA) on different herbal treatment groups in both A549 and Huh7 cells according to the MSigDB hallmark gene set. The dot size reflects the adjusted p-value, and the dot colour indicates the normalized enrichment score (red represents up-regulated pathways and blue represents down-regulated pathways)(E)The common genes that are downregulated following treatment with *P. chinensis*, *B. chinense*, and *P. umbellatus* in A549 cells. The Gene Set representative analysis (GSOA) is conducted based on the biological process category from the Gene Ontology (GO) dataset. The size of the dot indicates the gene ratio (the DEGs assigned to the corresponding pathway relative to the total analysed DEGs), and the colour of the dot indicates the adjusted p-value.

Next, we applied GSEA to investigate the functional pathways enriched among the DEGs in each treatment group. The results revealed that the herbal treatments induced distinct pathway alterations between the two cell lines (Fig. 2D). In A549 cells, cell cycle arrest–related pathways—including the G2/M checkpoint, E2F targets, and MYC targets—were significantly downregulated following treatment with the three herbs. In contrast, the p53 signaling pathway and apoptosis, both essential for inhibiting DNA replication and cell division, were upregulated. In contrast, Huh7 cells displayed a divergent response, with enrichment of cell cycle and division-related pathways observed only following *P. chinensis* treatment. 

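The MSigDB sets were not used here, and processes were followed with fixed lists of genes instead. The 24 lists were each tested in 11 comparisons with limma's camera (two-sided, preset inter-gene correlation of 0.01), and p-values were adjusted by Benjamini-Hochberg over the 264 tests. The S phase list, which holds many E2F targets, has 43 genes, 25 of which the paper also draws in Figs. 3D and 3E. With P. chinensis in A549 cells, 40 of them were down-regulated over all genes tested, and also 40 when adjusted over the list alone. Their median log2 fold change was -1.23 (camera, adjusted p = 1.68e-47), against -0.90 with B. chinense and -0.84 with P. umbellatus. Of the 54 genes of the G2/M list, 53 were down-regulated with P. chinensis (53 adjusted over the list alone), 51 with B. chinense (54) and 52 with P. umbellatus (53). The median log2 fold changes were -1.27 (camera, adjusted p = 2.91e-79), -0.97 and -0.95. The change was smaller for the 50 MYC targets, with a median of -0.33 for P. chinensis (34 down-regulated, 37 adjusted over the list alone, camera adjusted p = 4.47e-10), -0.29 for B. chinense and -0.33 for P. umbellatus. Under limma's fry, the 3 lists passed the threshold with all 3 herbs. With the inter-gene correlation estimated from the data, the S phase and G2/M lists did so too, while the MYC list did not with P. chinensis (adjusted p = 0.0721) or B. chinense (0.0624).

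**Figure D1:**
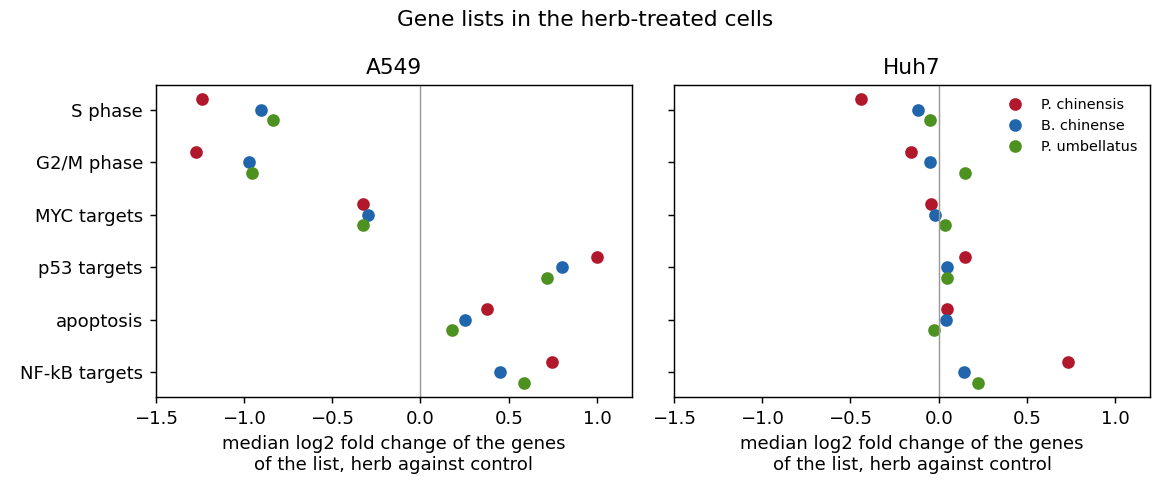
Median log2 fold change against control of the genes of 6 lists, on the horizontal axis, for each herb in A549 cells (left) and Huh7 cells (right); each dot is 1 list in 1 comparison of 3 treated and 3 control libraries. In A549 cells the S phase and G2/M dots of all 3 herbs lie at or below -0.84, and in Huh7 cells the lowest of them is that of P. chinensis for the S phase list, at -0.44.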

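All 60 genes of the list of p53 targets had a higher mean with P. chinensis than in control A549 cells, and 54 were up-regulated (56 adjusted over the list alone). The median log2 fold change was 1.00 (camera, adjusted p = 1.44e-65). B. chinense gave 52 up-regulated genes and a median of 0.80, and P. umbellatus gave 51 and 0.71. No gene of this list appears in Figs. 3D and 3E. The apoptosis list, with 48 genes tested, was more mixed. With P. chinensis, 21 genes were up-regulated and 5 down-regulated (21 and 7 adjusted over the list alone), with a median of 0.38 (camera, adjusted p = 1.13e-05). The median was 0.25 with B. chinense (camera, adjusted p = 0.000148) and 0.18 with P. umbellatus (6.47e-05). Each of these changes also passed the threshold under fry and with the estimated correlation.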

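In Huh7 cells treated with P. chinensis, 28 of the 43 S phase genes were down-regulated (31 adjusted over the list alone), with a median log2 fold change of -0.44 (camera, adjusted p = 1.56e-15). For the G2/M list, 14 genes were down-regulated and 6 up-regulated (18 and 6 adjusted over the list alone), with a median of -0.16 (camera, adjusted p = 0.0073), and the change did not pass the threshold with the estimated correlation (adjusted p = 0.288). The MYC targets had a median of -0.04 (camera, adjusted p = 0.556). With B. chinense, no gene of the S phase list passed the threshold (0 up-regulated and 6 down-regulated at an unadjusted p below 0.05), and its median of -0.12 passed with camera (adjusted p = 0.00527) but not with fry (0.0545). P. umbellatus gave medians of -0.05 for the S phase list (camera, adjusted p = 0.375) and 0.15 for the G2/M list (0.192). Both depended on single libraries: they were -0.13 and 0.08 without replicate 2 of P. umbellatus, and 0.01 and 0.21 without replicate 1. After a correction of each library for GC content and transcript length, chosen for the lists after the data were seen, the P. umbellatus medians were -0.30 (camera, adjusted p = 3.28e-07) and -0.12 (0.0052). The difference between the lines was tested as an interaction. For P. chinensis, the log2 fold change in A549 cells minus that in Huh7 cells had a median of -0.78 over the S phase list (camera, adjusted p = 9.47e-18), -0.995 over the G2/M list (1.95e-57) and -0.28 over the MYC targets (6.43e-05).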

We also applied GSOA focusing on the biological process category, which yielded similar results (Supplementary Figures 3–5). Given the substantial overlap in DEGs following the three herbal treatments in A549 cells, we performed enrichment analysis on the shared DEGs to better understand the common molecular effects of these treatments. As shown in Supplementary Figure 6 and Fig. 2E, a total of 980 genes were commonly upregulated and 1124 genes were commonly downregulated in A549 cells following the three herbal treatments. 

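Among the genes called here in A549 cells, 1267 were up-regulated and 1482 down-regulated with each of the 3 herbs. They made up 47.1% of the 2689 genes up-regulated with at least 1 herb and 51.3% of the 2890 down-regulated ones. Of the common genes, P. chinensis gave the largest change for 628 (49.6%) of those up-regulated and 970 (65.5%) of those down-regulated. The median absolute log2 fold change of the common down-regulated genes was 0.53 with P. chinensis, 0.47 with B. chinense and 0.45 with P. umbellatus.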

Notably, the shared downregulated DEGs were significantly enriched in pathways such as organelle fission, nuclear division, chromosome segregation, and DNA replication—all of which are associated with cell division.

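GO terms were not used here. Of the fixed lists, 51 of the 54 G2/M genes were among the 1482 common down-regulated genes, against 5.87 expected from the 13633 genes tested (two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 1.86e-44 over all lists, directions and lines). The S phase list had 38 of 43 genes there (expected 4.67, Fisher's exact test, adjusted p = 1.39e-30), the replication-dependent histones 45 of 49 (5.33, adjusted p = 6.16e-38), and the nucleotide synthesis list 20 of 33 (3.59, adjusted p = 8.02e-11). The lists share members: 28 of the G2/M genes and 26 of the S phase genes are also in another list.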

### 3.3 *P. chinensis* treatment downregulates cell cycle–related transcription factors in A549 and Huh7 Cells

The above results showed that *P. chinensis* presented the most toxic effect among the three herbs. Next, we investigated the TFs changes associated with *P. chinensis* treatment in both A549 and Huh7 cells. ChEA3 was applied to identify the TFs responsible for regulating the up- and down-regulated DEGs. The identified top ten TFs in A549 and Huh7 cells were detailed in Supplementary Table 1. Notably, eight of the top ten TFs related to the down-regulated genes in A549 and Huh7 cells induced by *P. chinensis* treatment were the same (Fig. 3A). This observation is noteworthy considering the relatively low similarity observed in the down-regulated genes between these two cell lines following *P. chinensis* treatment. 

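The 8 transcription factors that the paper finds for both lines are E2F1, TFDP1, FOXM1, CENPA, PA2G4, E2F7, MYBL2 and ZNF367. The ChEA3 ranking was not recomputed here, and the values are the mRNA changes of these factors with P. chinensis. All 8 were down-regulated in A549 cells. The log2 fold changes of the 6 other than E2F1 and TFDP1 ran from -1.71 for MYBL2 (adjusted p = 7.26e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) to -0.48 for PA2G4 (3.28e-06). In Huh7 cells, 1 of the 8 was down-regulated (TFDP1), and 3 were lower at an unadjusted p below 0.05. E2F1 was not called there (edgeR's adjusted p = 0.0707), but it was with DESeq2 (adjusted p = 0.0367) and with edgeR on the 6 libraries compared (8.16e-05). Without the P. umbellatus libraries, in a fit chosen after results were seen, 5541 genes were called with P. chinensis in place of 2901. The number of factors called thus depends on the fit in Huh7 cells. The log2 fold changes there were -0.33 for MYBL2 (adjusted p = 0.162 from the same edgeR test), -0.15 for PA2G4 (0.101), -0.08 for CENPA (0.863), -0.00 for FOXM1 (0.998), 0.01 for E2F7 (0.977) and 0.22 for ZNF367 (0.0723). The small values of FOXM1, CENPA and E2F7 changed sign when single libraries were left out. Tested as an interaction, the change differed between the lines for FOXM1 (-1.12, edgeR's adjusted p = 1.09e-05), with larger differences for CENPA, MYBL2 and ZNF367, at -1.497, -1.32 and -1.57.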

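Between the lines, the genes down-regulated with P. chinensis had a Jaccard index of 0.163 (528 of 3248 genes, 95% Wilson interval 0.150 to 0.176), and those up-regulated an index of 0.168 (517 of 3081, 0.155 to 0.181). A further 126 genes were up-regulated in A549 cells and down-regulated in Huh7 cells, and 100 the other way round. Across the genes tested in both lines, the log2 fold changes of P. chinensis had a Pearson correlation of 0.272, against 0.128 for B. chinense and 0.0130 for P. umbellatus, where genes are not independent replicates and each line had its own controls.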

We also found relatively low similarities between genes regulated by these eight TFs between A549 and Huh7 cells. The Jaccard index of genes regulated by the same TFs in A549 and Huh7 cells ranged from 0.106 to 0.362 (Supplementary Figure 7C).

**Fig. 3:**
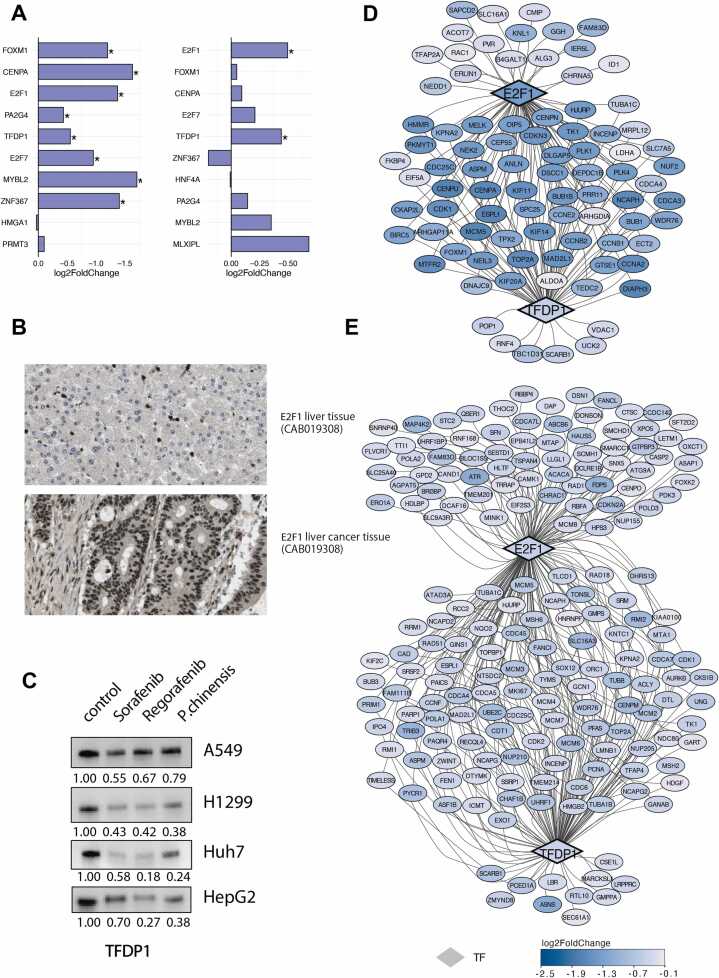
*P. chinensis* induced similar TFs changes in A549 and Huh7 cells(A)ChEA3 enrichment reveals the top ten TFs enriched by down-regulated genes after treatment with *P. chinensis* in A549 (left) and Huh7 cells (right), respectively. TFs are ranked by average integrated ranks across libraries. TFs labelled with an asterisk (*) exhibit significant downregulation following *P. chinensis* treatment in comparison to the control group(B)IHC staining of E2F1 protein in liver and liver cancer tissue(antibody:CAB019308). All figures have been sourced from the Human Protein Atlas (HPA).(C)Western blot analysis of TFDP1 protein expression in A549, H1299, Huh7, and HepG2 cells following treatment with control, sorafenib, regorafenib, and P. chinensis. (D-E) The regulatory pathways are governed by E2F1 and TFDP, along with their downstream regulated genes in A549 (D) and Huh7 cells (E), respectively. The intensity of the colour assigned to each gene in the visualization corresponds to the log2 fold change values from the differential expression analysis. The colour blue is used to denote genes that have been downregulated.

Among the eight common transcription factors, most were associated with the regulation of the cell cycle. Notably, E2F1 and TFDP1 were significantly downregulated in both A549 and Huh7 cells. 

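E2F1 (ENSG00000101412) lies on chromosome 20 of GRCh38 from 33675477 to 33686385. In A549 cells its TMM-normalized counts, scaled to a common library size (CPM), were 28.2 ± 3.26 (SD, n = 3) with P. chinensis and 72.8 ± 4.54 (SD, n = 3) in control cells. The log2 fold change was -1.37 (standard error 0.0912, adjusted p = 4.54e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from counts between 269 and 801 over the A549 libraries. In Huh7 cells E2F1 had 100.5 ± 7.56 CPM (SD, n = 3) with P. chinensis and 139.8 ± 2.66 (SD, n = 3) in control cells, without overlap of the 3 libraries of each group. Its log2 fold change of -0.47 (standard error 0.172) did not pass the threshold (adjusted p = 0.0707 from edgeR's test). The call depended on the setting: with DESeq2 the adjusted p was 0.0367, with edgeR on only the 6 libraries compared it was 8.16e-05, and with edgeR without replicate 2 or replicate 3 of P. umbellatus, which enter the estimate of the spread, it was 0.00028 and 0.0216. Over all alternatives, the adjusted p from edgeR or DESeq2 ranged from 3.42e-05, in an edgeR fit without the P. umbellatus libraries that was chosen after the data were seen, to 0.207 without replicate 3 of P. chinensis. TFDP1 (ENSG00000198176), on chromosome 13 from 113584721 to 113641473, encodes the dimerization partner of E2F1. It fell by 0.59 on the log2 scale in A549 cells (standard error 0.0685, edgeR's adjusted p = 1.17e-05), from 101.7 ± 4.73 CPM (SD, n = 3) to 67.4 ± 3.78 (SD, n = 3). In Huh7 cells it fell by 0.46 (standard error 0.0816, edgeR's adjusted p = 0.00183), from 71.1 ± 2.36 CPM (SD, n = 3) to 51.8 ± 2.84 (SD, n = 3). The interaction test found a different change of E2F1 in the lines (-0.84, edgeR's adjusted p = 0.00592) and none of TFDP1 (-0.08, 0.662). In Huh7 cells, the log2 fold change of E2F1 was -0.06 with B. chinense (edgeR's adjusted p = 0.952) and -0.66 with P. umbellatus (edgeR's adjusted p = 0.0126), whose 3 libraries had 87.8 ± 28.7 CPM (SD, n = 3).

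**Figure D2:**
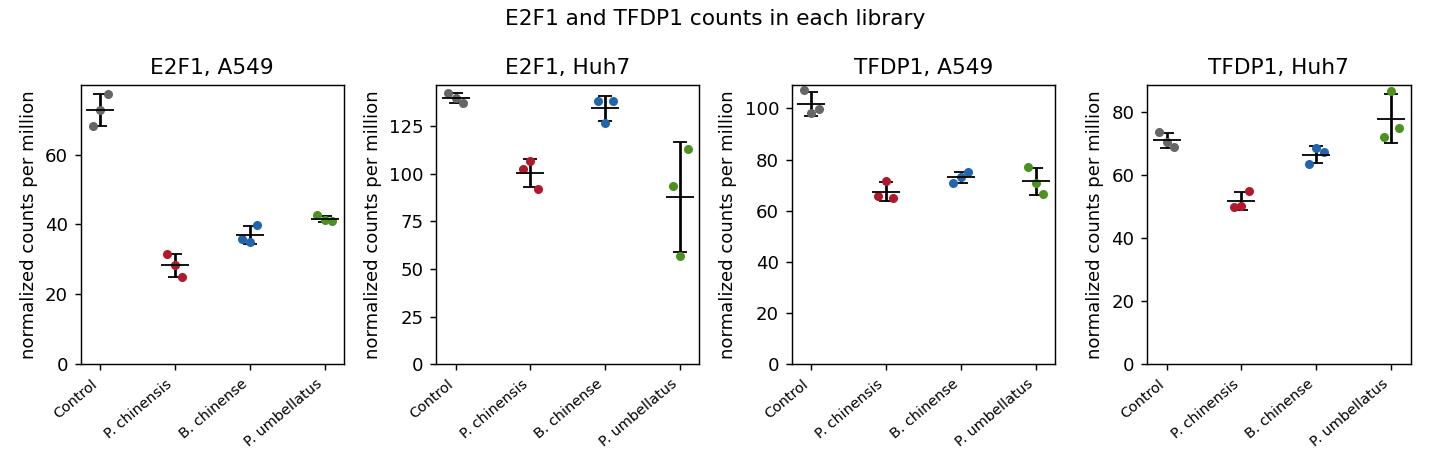
Normalized CPM of E2F1 and TFDP1 on the vertical axes in A549 and Huh7 cells by treatment; each dot is 1 library, and the bar and whiskers are the mean and SD of the 3 libraries of a group. In all 4 panels the dots of P. chinensis lie below those of the control group.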

We further retrieved the protein information of these TFs from HPA. Survival analysis indicated that two of these TFs are associated with poor prognosis in cancer. Additionally, IHC staining from the HPA showed higher protein expression levels of these TFs in tumor tissues compared to normal tissues (Fig. 3B). TFDP1 forms heterodimers with E2F transcription factors, enhancing their DNA-binding capacity and transcriptional activation of target genes involved in cell cycle progression. We further validated the changes in TFDP1 expression by Western Blot analysis. As shown in Fig. 3C, *P. chinensis* treatment led to a decrease in TFDP1 expression in both A549 and Huh7 cells, suggesting impaired formation of functional E2F/DP complexes. We also examined TFDP1 expression in H1299 and HepG2 cells, which also showed reduced expression following *P. chinensis* treatment. Then, We constructed transcription factor regulatory networks for A549 and Huh7 cells, focusing on the two identified TFs and their downstream target genes. As shown in Figs. 4D and 4E, the regulatory networks differed notably between the two cell lines, both in the composition and the number of genes regulated by these TFs.

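The 86 genes drawn in Fig. 3D and the 185 in Fig. 3E were chosen by the paper from these samples, as down-regulated in A549 and in Huh7 cells, respectively. Their counts and medians in the line they were chosen from, also adjusted over the list alone, are therefore not independent evidence here. The networks share 17 genes. Of the Fig. 3D genes, 83 were down-regulated with P. chinensis in A549 cells (85 adjusted over the list alone), with a median log2 fold change of -1.17, and 21 were down-regulated and 5 up-regulated in Huh7 cells (23 and 5 adjusted over the list alone), with a median of -0.10. The median difference between the lines was -0.90 (camera, adjusted p = 2.55e-51). The choice of these genes in A549 cells favours such a difference by itself, so this p is no independent test of it. Of the Fig. 3E genes, 149 were down-regulated in Huh7 cells (179 adjusted over the list alone), with a median of -0.42. Among those tested in A549 cells, 142 were down-regulated and 7 up-regulated (144 and 9 adjusted over the list alone), with a median of -0.61.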

**Fig. 4:**
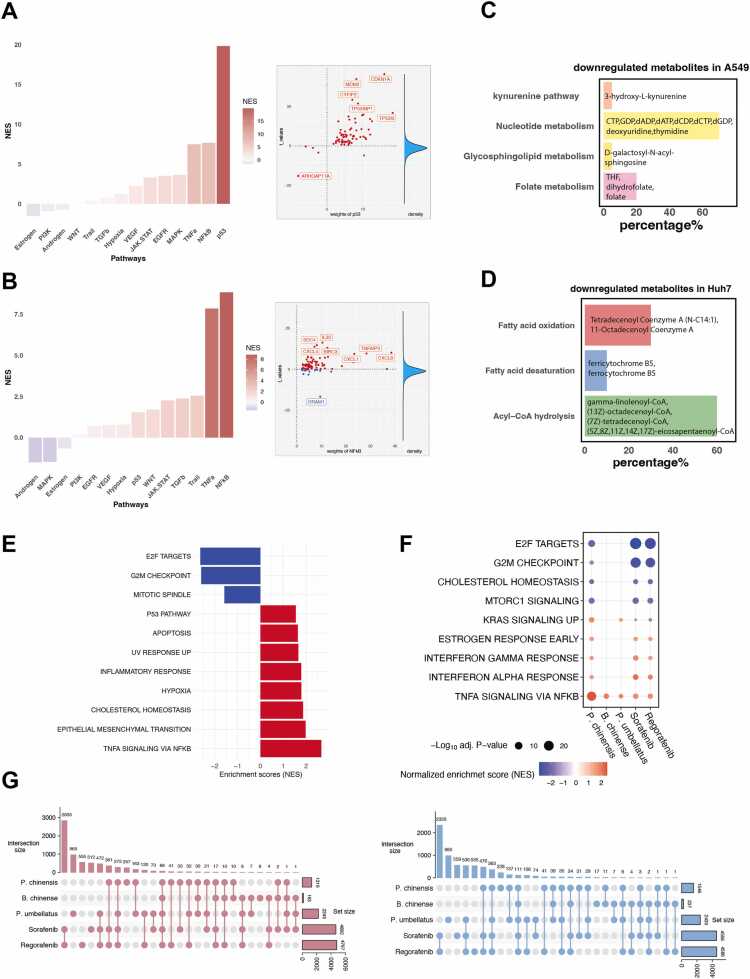
*P. chinensis* exhibited anti-cancer effects through the MDM2-p53 pathway in A549 cell and TNF-α-induced NF-κB in Huh7 cell(A–B) Bar plots showing the normalized enrichment scores (NES) from PROGENy analysis in A549 and Huh7 cells, illustrating the activation of 14 key tumor-associated pathways following *P. chinensis* treatment. Dot plots visualizing the most responsive genes in the p53 pathway (A549) and NF-κB pathway (Huh7) after P. chinensis treatment.(C-D) Top 20 downregulated metabolites following P. chinensis treatment in A549 and Huh7 cells, respectively.(E) Bar plot showing the results of Gene Set Enrichment Analysis (GSEA) based on DEGs from the comparison of P. chinensis with B. chinense and P. umbellatus in A549 cells. Bar length represents the normalized enrichment score (NES), and dot color indicates pathway direction—red for upregulated and blue for downregulated pathways. GSEA was performed using the MSigDB Hallmark gene sets.(F) Dot plot illustrating the results of GSEA for different herbal and chemotherapy treatment groups in Huh7 cells compared to the control group, based on the MSigDB Hallmark gene set.(G) UpSet plots show the intersection size of up- and downregulated genes among *P. chinensis*, *B. chinense*, *P. umbellatus*, *Sorafenib,* and *Regorafenib* treatment groups in Huh7 cells.

### 3.4 *P. chinensis* exhibited anti-cancer effects through the p53 signaling pathway in A549 cells and through TNF-α/NF-κB signaling in Huh7 cells

We applied enrichment analyses, including GSOA and GSEA, to explore pathway-level expression changes following *P. chinensis* treatment (Fig. 2). The results revealed distinct enrichment patterns between A549 and Huh7 cells. To further investigate the activity of cancer-related signaling pathways, we performed PROGENy analysis, which provided additional insights into the pathway-specific effects of *P. chinensis*. The results showed that the p53 pathway was the most prominently activated among all pathways in A549 cells (Fig. 4A). 

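PROGENy's weights were not used here. Among the fixed lists, the p53 targets had the highest median log2 fold change with P. chinensis in A549 cells. The NF-κB targets also rose there, with 26 of 40 genes up-regulated and 3 down-regulated (27 and 4 adjusted over the list alone) and a median of 0.74 (camera, adjusted p = 1.19e-12). In Huh7 cells, the p53 targets had a median of 0.15 with P. chinensis, with 12 of 58 genes up-regulated and 4 down-regulated (12 and 4 adjusted over the list alone; camera, adjusted p = 0.0170). The difference between the lines had a median of 0.91 over the list (camera, adjusted p = 7.10e-30), and 38 of its genes passed the interaction test in that direction and 1 in the other.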

We visualized the p53 most responsive genes, which showed the key genes, such as *CDKN1A*, *TP53I3*, and *TP53INP1*, contributing most to the pathway enrichment. 

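CDKN1A (ENSG00000124762, chromosome 6 of GRCh38 from 36676460 to 36687337) had 461.8 ± 16.1 CPM (SD, n = 3) with P. chinensis and 79.1 ± 12.6 (SD, n = 3) in control A549 cells. The log2 fold change was 2.54 (standard error 0.0794, adjusted p = 5.51e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TP53INP1 (ENSG00000164938, chromosome 8 from 94925972 to 94949378) had 71.4 ± 5.36 CPM (SD, n = 3) against 11.0 ± 1.10 (SD, n = 3), a log2 fold change of 2.71 (standard error 0.0975, edgeR's adjusted p = 2.37e-10). The values of TP53I3 (ENSG00000115129, chromosome 2 from 24077433 to 24085861) were 158.6 ± 6.04 and 65.4 ± 2.33 CPM (SD, n = 3 each), with a log2 fold change of 1.28 (standard error 0.0749, edgeR's adjusted p = 1.34e-08). MDM2 (ENSG00000135679, chromosome 12 from 68808177 to 68845544), also labelled in Fig. 4A, rose from 276.4 ± 3.70 to 1084.7 ± 49.7 CPM (SD, n = 3 each), a log2 fold change of 1.97 (standard error 0.0579, edgeR's adjusted p = 5.51e-11). The other herbs gave log2 fold changes of 2.42 (B. chinense) and 2.20 (P. umbellatus) for CDKN1A. In Huh7 cells, P. chinensis gave log2 fold changes of 0.73 for CDKN1A (edgeR's adjusted p = 0.00880), 0.62 for TP53I3 (0.0136), 0.27 for TP53INP1 (0.0894) and -0.38 for MDM2 (0.00638), and each of the 4 genes changed differently in the lines by the interaction test, with edgeR's adjusted p between 1.86e-12 for MDM2 and 0.00171 for TP53I3.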

To investigate why *P. chinensis* presented a higher toxic effect than the other two herbs in A549 cells, we conducted a DEGs analysis comparing *P. chinensis* with *B. chinense* and *P. umbellatus*. GSEA was performed using these DEGs to identify the pathways specifically enriched following *P. chinensis* treatment. The results showed that, compared to the other two herbs, *P. chinensis* more strongly downregulated E2F targets and the G2/M checkpoint, while upregulating apoptosis-related pathways in A5499 cells. 

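P. chinensis was compared with the mean of the other two herbs in the same model. In A549 cells, 157 genes were higher with P. chinensis and 330 lower. The counts depended on replicate 3 of P. chinensis, without which they were 33 and 85. Of the S phase genes, 18 were lower (28 adjusted over the list alone), with a median log2 difference of -0.31 (camera, adjusted p = 1.06e-23). Of the G2/M genes, 24 were lower (40 adjusted over the list alone), with a median of -0.29 (camera, adjusted p = 2.48e-31). In the apoptosis list, 2 genes were higher and 1 lower (4 and 1 adjusted over the list alone), and the median of 0.05 passed with camera (adjusted p = 0.00409) and with the estimated correlation (0.0411) but not with preranked GSEA (0.179). Without replicate 2 of P. chinensis this median was 0.08. Compared with each herb alone, P. chinensis differed from B. chinense in 198 genes and from P. umbellatus in 410.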

Notably, activation of the p53 pathway was also more pronounced in the *P. chinensis* group (Fig. 4E). 

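Against the mean of the other two herbs in A549 cells, 13 of the 60 p53 targets were higher with P. chinensis (33 adjusted over the list alone) and none was lower (0 at an unadjusted p below 0.05). The median log2 difference was 0.22 (camera, adjusted p = 3.62e-21), and it stayed between 0.20 and 0.23 with each library left out in turn.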

We also performed reporter metabolite analysis to investigate key metabolic changes following *P. chinensis* treatment in A549 cells. 

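Metabolite scores were not recomputed, and the values are the changes of the mRNAs of 3 fixed lists of enzymes and transporters in A549 cells treated with P. chinensis. Of the 33 nucleotide synthesis genes, 23 were down-regulated (24 adjusted over the list alone), with a median log2 fold change of -0.35 (camera, adjusted p = 6.62e-16). Of this list, 13 genes are also in another list. The folate metabolism list had 11 of 20 genes down-regulated (12 adjusted over the list alone) and a median of -0.33 (camera, adjusted p = 1.21e-05). Of the 9 genes of the kynurenine pathway that were tested, 1 was up-regulated (1 adjusted over the list alone). Its median of 0.16 did not pass with camera (adjusted p = 0.498) and passed with fry (0.0183), and it was 0.06 without control replicate 1 and 0.29 without control replicate 2.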

The results showed that *P. chinensis* predominantly downregulated metabolites involved in nucleotide metabolism (e.g., CTP, dGDP, dTDP), folate metabolism (e.g., THF, folate), and the kynurenine pathway (3-hydroxy-L-kynurenine) (Fig. 4C). Notably, these metabolite changes align well with the known regulatory functions of the p53 pathway. Previous studies have reported that p53 can suppress nucleotide [30] and folate metabolism [31] by downregulating key metabolic enzymes, thereby limiting DNA synthesis and promoting cell cycle arrest. Furthermore, p53 has also been shown to modulate the kynurenine pathway [32], which plays a crucial role in immune regulation.

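With P. chinensis in Huh7 cells, 24 of the 40 NF-κB targets tested were up-regulated and 1 down-regulated (25 and 1 adjusted over the list alone). The median log2 fold change was 0.73 (camera, adjusted p = 3.44e-17; 0.000367 with the estimated correlation). Normalization by DESeq2's size factors and by upper quartiles gave medians of 0.72 and 0.78. BIRC3 (ENSG00000023445, chromosome 11 of GRCh38 from 102317484 to 102339403) had 10.8 ± 0.202 CPM (SD, n = 3) with P. chinensis and 1.42 ± 0.210 (SD, n = 3) in control cells, a log2 fold change of 2.92 (standard error 0.203, adjusted p = 1.92e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TNFAIP3 (ENSG00000118503, chromosome 6 from 137867214 to 137883314) rose from 10.1 ± 1.14 to 40.6 ± 2.05 CPM (SD, n = 3 each), a log2 fold change of 2.01 (standard error 0.147, edgeR's adjusted p = 2.88e-06). For CXCL8 (ENSG00000169429, chromosome 4 from 73740519 to 73743716) the values were 25.7 ± 1.99 and 85.9 ± 4.52 CPM (SD, n = 3 each), with a log2 fold change of 1.74 (standard error 0.156, edgeR's adjusted p = 1.19e-05). CXCL1 had a log2 fold change of 1.87 (standard error 0.221, edgeR's adjusted p = 0.000104). The difference of the list between the lines had a median of 0.01 (camera, adjusted p = 0.881). By single genes, the rise of BIRC3 was larger in Huh7 cells (-1.25 for A549 minus Huh7, edgeR's adjusted p = 1.23e-05) and that of CXCL8 larger in A549 cells (1.497, 0.0109).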

In Huh7 cells, PROGENy analysis showed that *P. chinensis* mostly affected the activity of TNF-α and NF-κB pathway (Fig. 4B). To better understand the treatment effect of *P. chinensis*, we conducted transcriptomic analysis on Huh7 cells treated with *Sorafenib* and *Regorafenib*, which are multi-target kinase inhibitors that are commonly employed in liver cancer therapy. Upset plots showed the number of DEG intersections between three herbs, *Sorafenib* and *Regorafenib* (Fig. 4G). GSEA results showed that *P. chinensis* had a stronger effect in regulating TNF-α signalling via NF-κB compared to *B. chinense*, *P. umbellatus, Sorafenib* and *Regorafenib*. 

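Cells treated with Sorafenib or Regorafenib were not analysed here. Against the mean of B. chinense and P. umbellatus in Huh7 cells, 25 of the 40 NF-κB targets were higher with P. chinensis and 1 lower (30 and 3 adjusted over the list alone), with a median log2 difference of 0.69 (camera, adjusted p = 3.15e-16). Against control cells, the median of the list was 0.14 with B. chinense (camera, adjusted p = 0.00195), where leaving out replicate 2 of B. chinense gave 0.08. It was 0.22 with P. umbellatus (camera, adjusted p = 0.0669), where fry passed the threshold (0.000877), and 0.13 without replicate 2 of P. umbellatus.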

(Fig. 4F). Metabolite analysis revealed that fatty acid oxidation–related metabolic pathways were downregulated, potentially limiting the energy supply available to cancer cells [33]. Additionally, several acyl-CoA intermediates were markedly reduced. This decrease in acyl-CoA levels may impair fatty acid oxidation and disrupt membrane-associated signaling, thereby further inhibiting cancer cell proliferation [34], [35].

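The list of fatty acid oxidation enzymes and transporters had 31 genes tested in Huh7 cells, of which 11 were down-regulated and 3 up-regulated with P. chinensis (11 and 4 adjusted over the list alone). The median log2 fold change was -0.17. The change passed the threshold with camera (adjusted p = 0.0341) and fry (8.91e-05) but not with the estimated correlation (0.0655) or preranked GSEA (0.304). In A549 cells the median of the list was -0.00 (camera, adjusted p = 0.854), and the difference between the lines, with a median of 0.20, did not pass the threshold (camera, adjusted p = 0.0859). Without Huh7 control replicate 2 the median difference was 0.13.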

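The mRNAs of 12 genes for the hydrolysis of acyl-CoA had a median log2 fold change of -0.05 with P. chinensis in Huh7 cells (camera, adjusted p = 0.679), with 2 genes up-regulated and 1 down-regulated (2 and 1 adjusted over the list alone). Without control replicate 3 the median was 0.05, and without replicate 2 of P. chinensis it was -0.07. For the 13 genes of fatty acid desaturation, 6 were down-regulated (6 adjusted over the list alone), with a median of -0.11 (camera, adjusted p = 1.18e-09), which was -0.27 without replicate 3 of P. chinensis.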

### 3.5 A compound similarity analysis using the LINCS L1000 database identified *P. chinensis* as having a treatment effect profile similar to that of MDM2–p53 interaction inhibitors

To further explore the molecular mechanisms underlying the effects of *P. chinensis* treatment, we searched for compounds that exhibit similar transcriptional responses. Specifically, we conducted a comparative analysis between the gene expression profiles induced by *P. chinensis* and those of various small-molecule compounds in A549 cells, using the LINCS L1000 database. Due to limited compound-induced gene expression data available for Huh7 cells, only A549 data were used in this analysis. Similarity between *P. chinensis* and each compound was evaluated using GSEA, as detailed in the Methods section. After filtering 53,827 compounds, we identified the top ten compound signatures with the highest similarity scores to *P. chinensis* (Table 2). These ten signatures were associated with six unique compounds, including AMG232, clofarabine, nutlin-3, CX-5461, mitoxantrone, and mericitabine, of which five are anticancer agents. Notably, AMG232 appeared twice, nutlin-3 appeared three times within the top ten signatures, and both AMG232 and nutlin-3 were inhibitors of the p53-MDM2 protein-protein interaction.

**Table 2:** Top-ten compound perturbations similar to *P. chinensis* treatment in A549 cells based CMap database.

Rank	Batch	CMap name	Dose	Treat time	Cell	NES (top 500 genes)	p-value of NES (top 500 genes)	NES (bottom 500 genes)	p-value of NES (bottom 500 genes)	Total NES
**1**	b40	AMG−232	10 μM	24 h	A549	2.349660	8.05e−26	−3.710580	1.84e−130	6.060239
**2**	b41	clofarabine	10 μM	48 h	A549	2.491568	2.03e−35	−3.545747	2.21e−113	6.037314
**3**	b34	AMG−232	10 μM	24 h	A549	2.325613	2.26e−26	−3.688789	5.59e−125	6.014401
**4**	b42	nutlin−3	10 μM	24 h	A549	2.242212	9.75e−24	−3.736071	5.39e−140	5.978283
**5**	b32	CX−5461	10 μM	24 h	A549	2.337019	1.17e−28	−3.622920	3.44e−118	5.959940
**6**	b32	mitoxantrone	1.11 μM	24 h	A549	2.258089	4.12e−23	−3.697765	1.91e−124	5.955854
**7**	b40	nutlin−3	10 μM	24 h	A549	2.244571	2.78e−24	−3.698417	9.92e−131	5.942989
**8**	b32	mitoxantrone	0.37 μM	24 h	A549	2.320273	3.24e−27	−3.617512	2.80e−125	5.937785
**9**	b41	nutlin−3	10 μM	48 h	A549	2.187997	2.33e−22	−3.717155	5.28e−135	5.905152
**10**	b41	mericitabine	10 μM	48 h	A549	2.314613	4.39e−26	−3.581254	9.96e−112	5.895867

To further validate the finding of our computational analysis, we investigated the expression levels of apoptotic proteins using western blot (Fig. 5A). We found that *P. chinensis* induced strong apoptotic protein expression, including cleaved PARP, active caspase-3, and active caspase-8 both in A549 and Huh7 cells, compared to both *Sorafenib* and *Regorafenib*. What’s more, our similar compound recognition algorithm showed that the therapeutic function of *P. chinensis* was similar to MDM2-p53 binding inhibitors. Previous studies have shown that disruption of this interaction leads to an increase in p53, then activating the p53-mediated apoptotic response. [36] Additionally, in a negative feedback loop, p53 transcriptionally upregulates MDM2 levels [37]. In our study, nuclear protein Western Blot analysis revealed that *P. chinensis* treatment in A549 cells led to a 4.06-fold increase in p53 levels and a marked reduction in the oncogenic downstream effector c-Myc (to 0.3-fold of the original level). Notably, MDM2 protein expression was markedly elevated in A549 cells following *P. chinensis* treatment (Fig. 5C). In addition, protein expression levels were examined in H1299 and HepG2 cells to assess the influence of p53 mutation status. *P. chinensis* treatment upregulated MDM2 expression in A549 and HepG2 cells, both of which are p53 wild-type, but not in H1299 and Huh7 cells, which lack functional p53. These findings suggest that *P. chinensis* exerts its effects through the p53 pathway primarily in p53 wild-type cells, with a more pronounced impact observed in lung cancer cells.

**Fig. 5:**
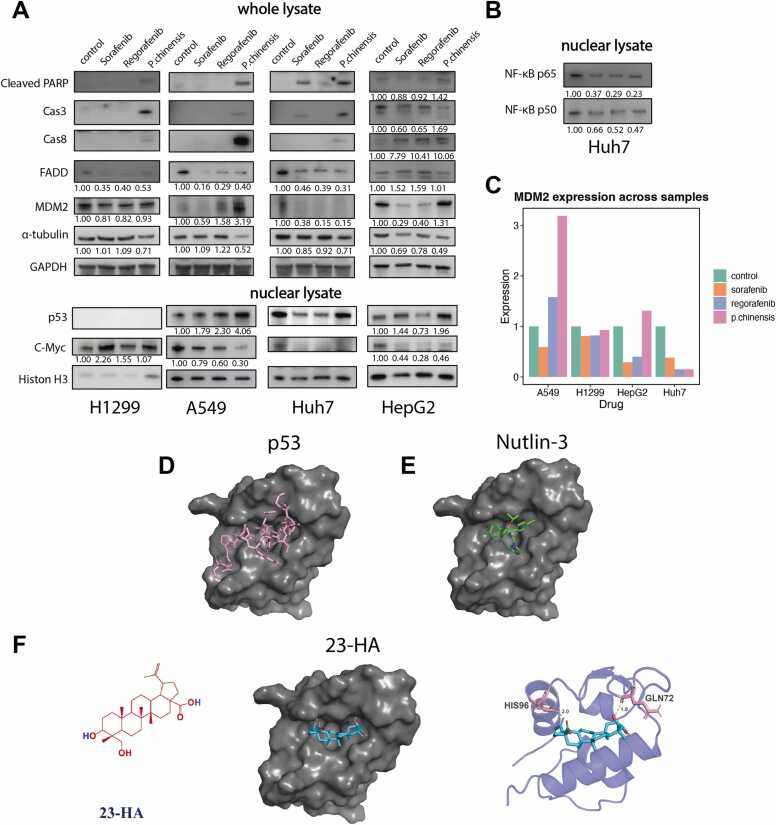
*P. chinensis* as having a treatment effect similar to MDM2-p53 interaction inhibitors(A) Western blot analysis of apoptosis- and p53-related proteins in H1299, A549, Huh7, and HepG2 cells.(B) Western blot analysis of NF-κB–related proteins in Huh7 cells.(C) Bar plot illustrating MDM2 expression levels across different groups. (D) Interaction between p53 (pink) and MDM2 (grey surface representation), illustrating the native binding conformation.(E) Docking result of Nutlin-3 (green), a known p53-MDM2 inhibitor, showing its ability to occupy the key binding site and disrupt the interaction.(F) The structures of 23-hydroxybetulinic acid (23-HA). The docking result of 23-HA demonstrates its binding within the p53-MDM2 pocket, suggesting potential inhibitory activity.

*P. chinensis* is rich in Triterpenoid saponins (TSs), such as anemoside B4 (AB4), anemoside A3 (AA3), and 23-hydroxybetulinic acid (23-HA). These three molecules share a similar steroid core. Therefore, we selected 23-HA as a representative compound for molecular docking analysis due to its structural similarity to the other two molecules. Fig. 5D illustrates the interaction between p53 (pink) and the MDM2 protein (grey). Nutlin-3, a well-known inhibitor of the p53-MDM2 interaction, exhibits a similar effect to *P. chinensis* as predicted by our algorithm. As shown in Fig. 5E, Nutlin-3 effectively occupies the key binding cavity of the p53-MDM2 complex. Similarly, our docking analysis (Fig. 5F) indicates that 23-HA can also bind to this pocket, suggesting its potential inhibitory effect on the p53-MDM2 interaction.

## 4 Discussion

In this study, three herbs *P. chinensis*, *B. chinense*, and *P. umbellatus* demonstrated promising anticancer effects. We conducted a comprehensive transcriptomic analysis to investigate the molecular mechanisms underlying the efficiency of these herbs. Notably, among the three herbs studied, *P. chinensis* showed the highest efficacy in treating both lung and liver cancer. We performed a comprehensive transcriptomic analysis to investigate the underlying mechanisms of herbal treatment efficacy. Additionally, we developed a similar compound recognition approach using the LINCS L1000 database to infer the treatment targets of *P. chinensis.* This database operates by mapping "query signatures" to reference expression profiles within the dataset, allowing for the evaluation of their similarity and the identification of potential drugs that may influence specific cellular states [38]. The identified targets were subsequently validated through experimental assays and molecular docking analyses.

In A549 cells, we observed activation of the p53 pathway following *P. chinensis* treatment. Furthermore, we identified two anticancer agents, AMG232 and Nutlin-3, which exhibited gene expression profiles similar to those induced by *P. chinensis*. Notably, both compounds are designed to inhibit the p53-MDM2 protein-protein interaction. Western blot analysis confirmed the activation of the p53-MDM2 pathway exclusively in A549 cells, consistent with our computational findings. Molecular docking analyses further revealed that the active compound of *P. chinensis* could bind to the same pocket on the MDM2 protein as Nutlin-3, effectively inhibiting the interaction between p53 and MDM2. We further validated this finding by including two additional cell lines with different p53 mutation statuses, which confirmed that P. chinensis exerts its anticancer effects primarily through the p53 pathway in p53 wild-type cells. Interestingly, the effect was more pronounced in the lung cancer cell line A549 compared to the liver cancer cell line HepG2.

The p53 protein is a transcription factor that plays a critical role in tumour suppression. It can activate various genes in response to DNA damage, leading to growth arrest or apoptosis. This action prevents damaged cells from proliferating and transmitting mutations to future generations [39]. Due to its vital role in maintaining genomic integrity, p53 is often referred to as the “guardian of the genome” [40]. The MDM2 protein acts as a negative regulator of p53. It binds to the transcriptional activation domain of p53, inhibiting its ability to regulate target genes and exert antiproliferative effects [41]. Therefore, compounds that prevent the interaction between p53 and MDM2 are considered a promising strategy for activating p53-related tumour-suppression activity [39]. Several natural products have been reported to have antitumor effects targeting the p53-MDM2 pathway. For example, Isokotomolide A, extracted from the leaves of Cinnamomum kotoense was reported to inhibit cell growth and induce cell cycle arrest by decreasing the interaction of p53-MDM2 [42]. Besides, several network pharmacological analyses revealed that the efficacy of Baitouweng (*P. chinensis*) decoction in treating radiation enteritis and ulcerative colitis was linked to its interaction with p53 targets [43] or the enhancement of the p53 signalling pathway [44].

In Huh7 cells, we found another pathway affected by *P. chinensis* treatment, which was the TNF-α induced NF-κB pathway. TNFα is an inflammatory cytokine that often serves as the activator of NF-κB [45]. NF-κB could induce anti-apoptotic genes and then enhance cancer cell proliferation [46]. In our study, treatment with *P. chinensis* resulted in decreased NF-κB expression levels and increased apoptotic proteins. Because of the absence of sufficient compound perturbation data on Huh7 cells in the LINCS L1000 database, we didn’t perform analysis to identify the compounds with similar targets as *P. chinensis* on Huh7 cells. Nonetheless, *P. chinensis* demonstrated a promising potential for cancer treatments, but relevant targets and mechanisms still need to be explored.

Disruption of the normal regulation of cell cycle progression and division is a critical event that drives the transformation of normal cells into malignant ones [47]. Our findings demonstrate that *P. chinensis* exerts anticancer effects by downregulating cell cycle–related transcription factors, including E2F1 and TFDP1, across all examined cell lines. Interestingly, the downstream mechanisms triggered by the *P. chinensis* treatments displayed distinct profiles between A549 and Huh7 cells. There is extensive crosstalk between the E2F1 and p53, both of which influence critical cellular decisions. They share common upstream regulators, and E2F1 can indirectly affect the levels and activity of p53 by upregulating proteins that stabilize and activate it [48]. A close relationship between E2F1 and NF-κB has also been reported. Dysregulated E2F1 can promote apoptosis and enhance cellular sensitivity to pro-apoptotic stimuli by disrupting NF-κB signaling [49]. The precise underlying mechanisms remain to be fully elucidated.

Our study has several limitations. First, although the herbs demonstrated anticancer efficacy in vitro, further in vivo and preclinical studies are necessary to evaluate their safety, effectiveness, and potential interactions with conventional cancer therapies. Second, we used crude herbal extracts containing complex mixtures of phytochemicals, which makes it challenging to identify the specific active compounds. Future studies should aim to isolate and investigate individual components for more precise mechanistic insights. Third, while we inferred metabolic changes based on transcriptomic data, direct metabolomic analyses are needed to validate these findings. Finally, our findings highlighted the important role of the E2F1/TFDP1 complex in the response to *P. chinensis* treatment. However, further studies, such as investigating promoter occupancy, are needed to better elucidate the underlying regulatory mechanisms.

## 5 Conclusion

In our study, we identified *P. chinensis* as a noteworthy herbal candidate for the treatment of lung and liver cancer. Our integrative approach, combining computational analysis and experimental validation, has revealed that *P. chinensis* exhibits anti-cancer properties by inducing apoptosis through the p53 and TNF-α/NF-κB pathways in A549 and Huh7 cells, respectively. Future clinical research is essential to deepen our understanding of the relevant biological mechanisms.

## CRediT authorship contribution statement

**Xiya Song:** Writing – review & editing. **Xiangtai Kong:** Writing – review & editing, Methodology. **Yuefeng Bi:** Writing – review & editing. **Hasan Turkez:** Writing – review & editing. **Ling Fu:** Writing – review & editing. **Chengxue Pan:** Writing – review & editing. **Mathias Uhlen:** Writing – review & editing. **Mengzhen Li:** Writing – original draft, Software, Methodology, Formal analysis, Conceptualization. **Hongmin Liu:** Writing – review & editing. **Cheng Zhang:** Writing – review & editing, Supervision. **Hong Yang:** Writing – review & editing, Methodology. **Adil Mardinoglu:** Writing – review & editing, Supervision. **Han Jin:** Writing – review & editing, Methodology. **Woonghee Kim:** Writing – original draft, Methodology.

## Author statement

All authors have read and approved the submission of this manuscript to the Computational and Structural Biotechnology Journal. AM is the co-founder of SZA Longevity Inc. and Trustlife Global Inc. The other authors declare that they have no competing interests.

## Ethics approval and consent to participate

Not applicable

## Consent for publication

Not applicable

## Funding

This work was financially supported by 10.13039/501100004063Knut and Alice Wallenberg Foundation (No: 72110). Mengzhen Li is being sponsored in her doctoral study by the 10.13039/501100004543China Scholarship Council (Grant No. 202208440189).

## Declaration of Competing Interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests: AM is the co-founder of SZA Longevity Inc. and Trustlife Global Inc. The other authors declare that they have no competing interests.

## Data Availability

The RNA-seq data generated for this study have been deposited in the Gene Expression Omnibus database under accession code GSE250410.

# Supplementary material for: Anticancer effects and mechanisms of Pulsatilla chinensis, Bupleurum chinense and Polyporus umbellatus on human lung carcinoma and hepatoma cells
**Source:** Comput Struct Biotechnol J. 2025 Jul 13;27:3066–78. doi: 10.1016/j.csbj.2025.07.023
**Supplement:** Supplementary file 1 — Supplementary material

**Supplementary Table 1. Top10 enriched TFs predicted by ChEA3 after *P. chinensis* treatment**

| **enriched by down-regulated genes** | **A549** | | | **Huh7** | |
| --- | --- | --- | --- | --- | --- |
|  | **Rank** | **TF** | **Description** | **TF** | **Description** |
|  | 1 | FOXM1 | Forkhead box M1 | E2F1 | E2F transcription factor 1 |
|  | 2 | CENPA | Centromere protein A | FOXM1 | Forkhead box M1 |
|  | 3 | E2F1 | E2F transcription factor 1 | CENPA | Centromere protein A |
|  | 4 | PA2G4 | Proliferation-associated 2G4 | E2F7 | E2F transcription factor 7 |
|  | 5 | TFDP1 | Transcription factor Dp-1 | TFDP1 | Transcription factor Dp-1 |
|  | 6 | E2F7 | E2F transcription factor 7 | ZNF367 | Zinc finger protein 367 |
|  | 7 | MYBL2 | MYB proto-oncogene like 2 | HNF4A | hepatocyte nuclear factor 4 A |
|  | 8 | ZNF367 | Zinc finger protein 367 | PA2G4 | Proliferation-associated 2G4 |
|  | 9 | HMGA1 | High mobility group AT-hook 1 | MYBL2 | MYB proto-oncogene like 2 |
|  | 10 | PRMT3 | Protein arginine methyltransferase 3 | MLXIPL | MLX-interacting protein-like |
| **enriched by up-regulated genes** | **Rank** | **TF** | **Description** | **TF** | **Description** |
|  | 1 | SMAD3 | SMAD Family Member 3 | CSRNP1 | Cysteine And Serine Rich Nuclear Protein 1 |
|  | 2 | ELK3 | ETS Transcription Factor ELK3 | JUN | Jun Proto-Oncogene, AP-1 Transcription Factor Subunit |
|  | 3 | FOSL2 | FOS Like 2, AP-1 Transcription Factor Subunit | FOSL1 | FOS Like 1, AP-1 Transcription Factor Subunit |
|  | 4 | FOXD1 | Forkhead Box D1 | FOSB | FosB Proto-Oncogene, AP-1 Transcription Factor Subunit |
|  | 5 | ATF3 | Activating Transcription Factor 3 | FOSL2 | FOS Like 2, AP-1 Transcription Factor Subunit |
|  | 6 | NFKB2 | Nuclear Factor Kappa B Subunit 2 | KLF6 | KLF Transcription Factor 6 |
|  | 7 | GLMP | Glycosylated Lysosomal Membrane Protein | ATF3 | Activating Transcription Factor 3 |
|  | 8 | SNAI2 | Snail Family Transcriptional Repressor 2 | NR4A3 | Nuclear Receptor Subfamily 4 Group A Member 3 |
|  | 9 | FOSL1 | FOS Like 1, AP-1 Transcription Factor Subunit | SNAI1 | Snail Family Transcriptional Repressor 1 |
|  | 10 | HIF1A | Hypoxia Inducible Factor 1 Subunit Alpha | JUNB | JunB Proto-Oncogene, AP-1 Transcription Factor Subunit |

**Supplementary Table 2. Top10 enriched TFs predicted by ChEA3 after *B. chinense*** **treatment**

| **enriched by down-regulated genes** | **A549** | | | **Huh7** | |
| --- | --- | --- | --- | --- | --- |
|  | **Rank** | **TF** | **Description** | **TF** | **Description** |
|  | 1 | FOXM1 | Forkhead box M1 | CREB3L3 | CAMP Responsive Element Binding Protein 3 Like 3 Pr |
|  | 2 | CENPA | Centromere protein A | ATF5 | Activating Transcription Factor 5 |
|  | 3 | E2F1 | E2F transcription factor 1 | MLXIPL | MLX Interacting Protein Like |
|  | 4 | PA2G4 | Proliferation-associated 2G4 | ARID3C | AT-Rich Interaction Domain 3C |
|  | 5 | E2F7 | E2F transcription factor 7 | FOXA3 | Forkhead Box A3 |
|  | 6 | TFDP1 | Transcription Factor Dp-1 | NR1H4 | Nuclear Receptor Subfamily 1 Group H Member 4 |
|  | 7 | MYBL2 | MYB proto-oncogene like 2 | HNF4A | Hepatocyte Nuclear Factor 4 Alpha |
|  | 8 | ZNF367 | Zinc finger protein 367 | NR1I2 | Nuclear Receptor Subfamily 1 Group I Member 2 |
|  | 9 | PRMT3 | Protein Arginine Methyltransferase 3 | ETV4 | ETS Variant Transcription Factor 4 |
|  | 10 | HMGA1 | High Mobility Group AT-Hook 1 | ZBED3 | Zinc Finger BED-Type Containing 3 |
| **enriched by up-regulated genes** | **Rank** | **TF** | **Description** | **TF** | **Description** |
|  | 1 | SMAD3 | SMAD Family Member 3 | FOSB | FosB Proto-Oncogene, AP-1 Transcription Factor Subunit |
|  | 2 | GLMP | Glycosylated Lysosomal Membrane Protein | CSRNP1 | Cysteine And Serine Rich Nuclear Protein 1 |
|  | 3 | GLIS2 | GLIS Family Zinc Finger 2 | ATF3 | Activating Transcription Factor 3 |
|  | 4 | TEAD1 | TEA Domain Transcription Factor 1 | FOS | Fos Proto-Oncogene, AP-1 Transcription Factor Subunit |
|  | 5 | SNAI2 | Snail Family Transcriptional Repressor 2 | NR4A3 | Nuclear Receptor Subfamily 4 Group A Member 3 |
|  | 6 | ELK3 | ETS Transcription Factor ELK3 | JUN | Jun Proto-Oncogene, AP-1 Transcription Factor Subunit |
|  | 7 | FOXD1 | Forkhead Box D1 | ZBTB21 | Zinc Finger And BTB Domain Containing 21 |
|  | 8 | CREB3L2 | CAMP Responsive Element Binding Protein 3 Like 2 | EPAS1 | Endothelial PAS Domain Protein 1 |
|  | 9 | NFKB2 | Nuclear Factor Kappa B Subunit 2 | BHLHE40 | Basic Helix-Loop-Helix Family Member E40 |
|  | 10 | RARG | Retinoic Acid Receptor Gamma | ETS2 | ETS Proto-Oncogene 2, Transcription Factor |

**Supplementary Table 3. Top10 enriched TFs predicted by ChEA3 after *P. umbellatus* treatment**

| **enriched by down-regulated genes** | **A549** | | | **Huh7** | |
| --- | --- | --- | --- | --- | --- |
|  | **Rank** | **TF** | **Description** | **TF** | **Description** |
|  | 1 | FOXM1 | Forkhead box M1 | CENPX | Centromere protein X |
|  | 2 | CENPA | Centromere protein A | THAP7 | THAP domain containing 7 |
|  | 3 | E2F1 | E2F transcription factor 1 | ZBTB45 | Zinc finger and BTB domain containing 45 |
|  | 4 | PA2G4 | Proliferation-associated 2G4 | ZNF787 | Zinc finger protein 787 |
|  | 5 | E2F7 | E2F transcription factor 7 | ZNF444 | Zinc finger protein 444 |
|  | 6 | TFDP1 | Transcription Factor Dp-1 | ZNF511 | Zinc finger protein 511 |
|  | 7 | MYBL2 | MYB proto-oncogene like 2 | MAZ | MYC associated zinc finger protein |
|  | 8 | ZNF367 | Zinc finger protein 367 | ZNF408 | Zinc finger protein 408 |
|  | 9 | HMGA1 | High Mobility Group AT-Hook 1 | SLC2A4RG | SLC2A4 regulator |
|  | 10 | ZNF695 | Zinc finger protein 695 | ZNF580 | Zinc finger protein 580 |
| **enriched by up-regulated genes** | **Rank** | **TF** | **Description** | **TF** | **Description** |
|  | 1 | FOXD1 | Forkhead box D1 | ZBED6 | Zinc finger BED-type containing 6 |
|  | 2 | ZNF469 | Zinc finger protein 469 | ZNF654 | Zinc finger protein 654 |
|  | 3 | SMAD3 | SMAD family member 3 | RBAK | RB associated KRAB zinc finger |
|  | 4 | ELK3 | ETS transcription factor ELK3 | ZNF148 | Zinc finger protein 148 |
|  | 5 | ZNF697 | Zinc finger protein 697 | ZNF12 | Zinc finger protein 12 |
|  | 6 | SNAI2 | Snail family transcriptional repressor 2 | ZNF507 | Zinc finger protein 507 |
|  | 7 | CREB3L2 | CAMP responsive element binding protein 3 like 2 | EEA1 | Early endosome antigen 1 |
|  | 8 | TWIST2 | Twist family bHLH transcription factor 2 | ZBTB6 | Zinc finger and BTB domain containing 6 |
|  | 9 | GLMP | Glycosylated lysosomal membrane protein | MYSM1 | Myb like, SWIRM and MPN domains 1 |
|  | 10 | TEAD1 | TEA domain transcription factor 1 | ZBTB11 | Zinc finger and BTB domain containing 11 |

**
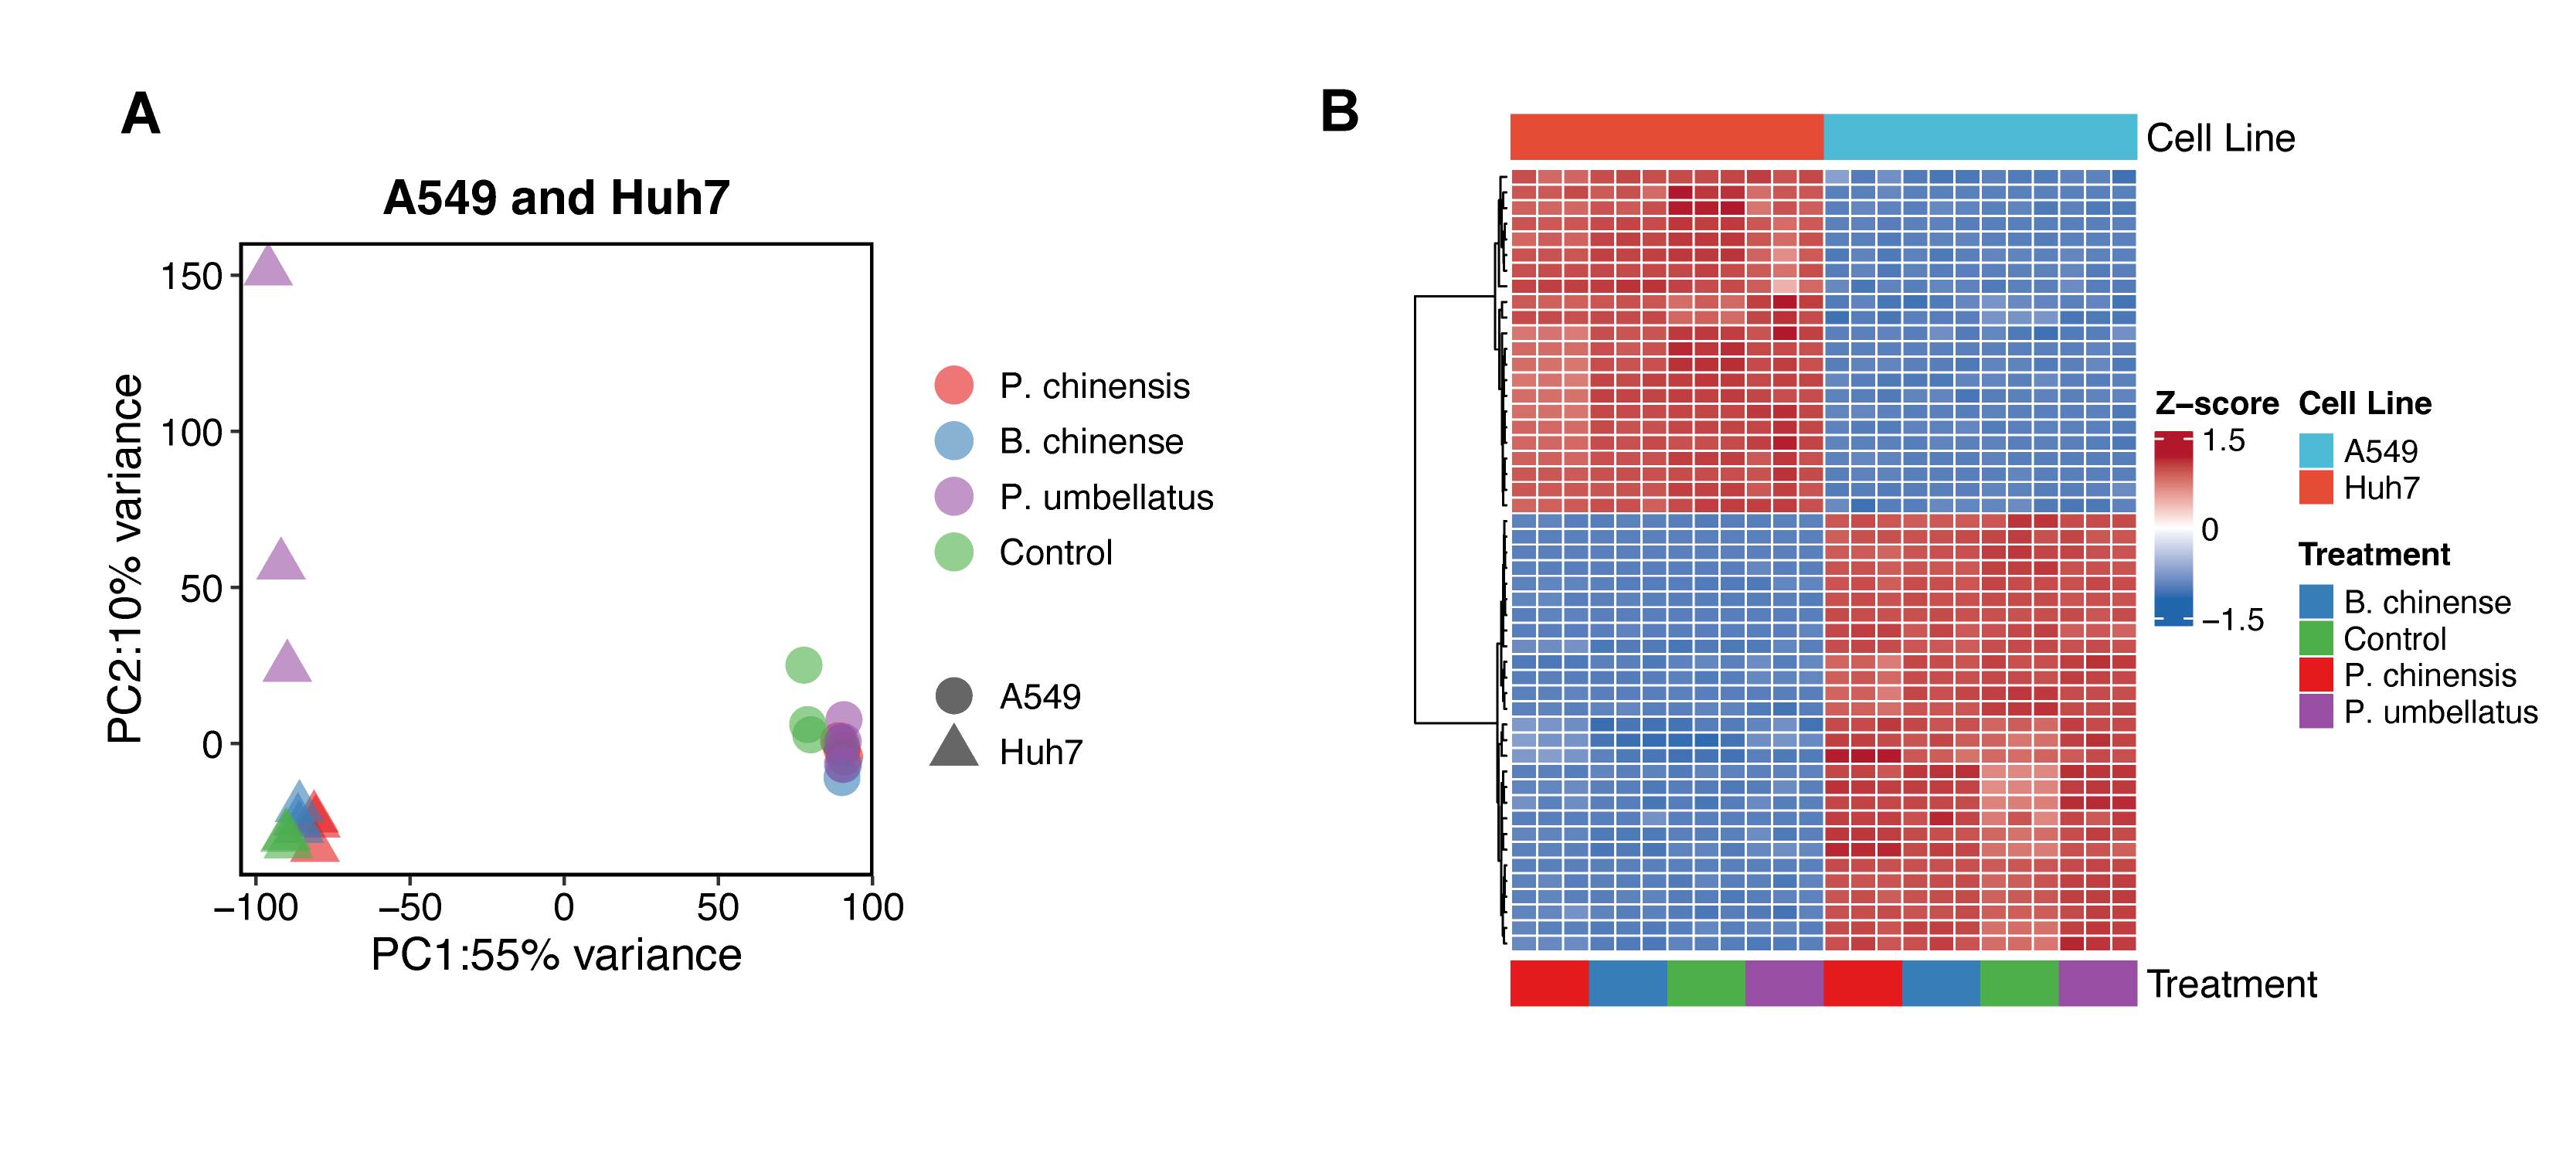
**

**Supplementary Figure 1: A549 and Huh7 cells exhibit cell type-specific expression profiles after herbal treatments**

(A) PCA plot of the RNA-seq gene expression for samples treated with *P. chinensis, B. chinense* and *P. umbellatus* and a control group in A549 and Huh7 cells. The Dot shapes denote the cell types, with circles representing A549 cells and triangles representing Huh7 cells. (B) Heatmap showing the Z-score of the top 50 genes exhibiting the highest variance in their expression levels.

**Supplementary Figure 2: Volcano plots of differential expression genes (DEGs) induced by *P. chinensis*, *B. chinense*, and *P. umbellatus* treatment in A549 and Huh7 cells**

Volcano plots showing up-(red) and downregulated (blue) genes when comparing *P. chinensis* versus control, *B. chinense* versus Control and *P. umbellatus* versus Control in A549 cells and Huh7 cells, respectively (p-value < 0.05 is used for calculating significance). In A540 cells, we observed that there were 1764, 1491, and 1518 genes up-regulated and 1930, 1610, and 1592 genes down-regulated, respectively. Similarly, in Huh7 cells, the treatments resulted in the up-regulation of 1319, 163, and 2245 genes and the down-regulation of 1546, 237, and 2430 genes, respectively.

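At an unadjusted p-value below 0.05, the criterion named in this legend, edgeR's fit gave 2297 up-regulated and 2250 down-regulated genes with P. chinensis in Huh7 cells, 838 and 871 with B. chinense, and 3517 and 3107 with P. umbellatus. In A549 cells the numbers were 2800 and 2888, 2477 and 2734, and 2493 and 2705. The paper's methods and results instead name an adjusted p-value below 0.05. At that threshold P. chinensis gave 1450 and 1451 genes in Huh7 cells and 2148 and 2325 in A549 cells, which lie nearer to the legend's numbers. The numbers with B. chinense in Huh7 cells at an adjusted p-value below 0.05 depended on the libraries in the fit: without replicate 2 of P. umbellatus there were 362 up-regulated and 547 down-regulated genes, and without control replicate 3 there were 20 and 31.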

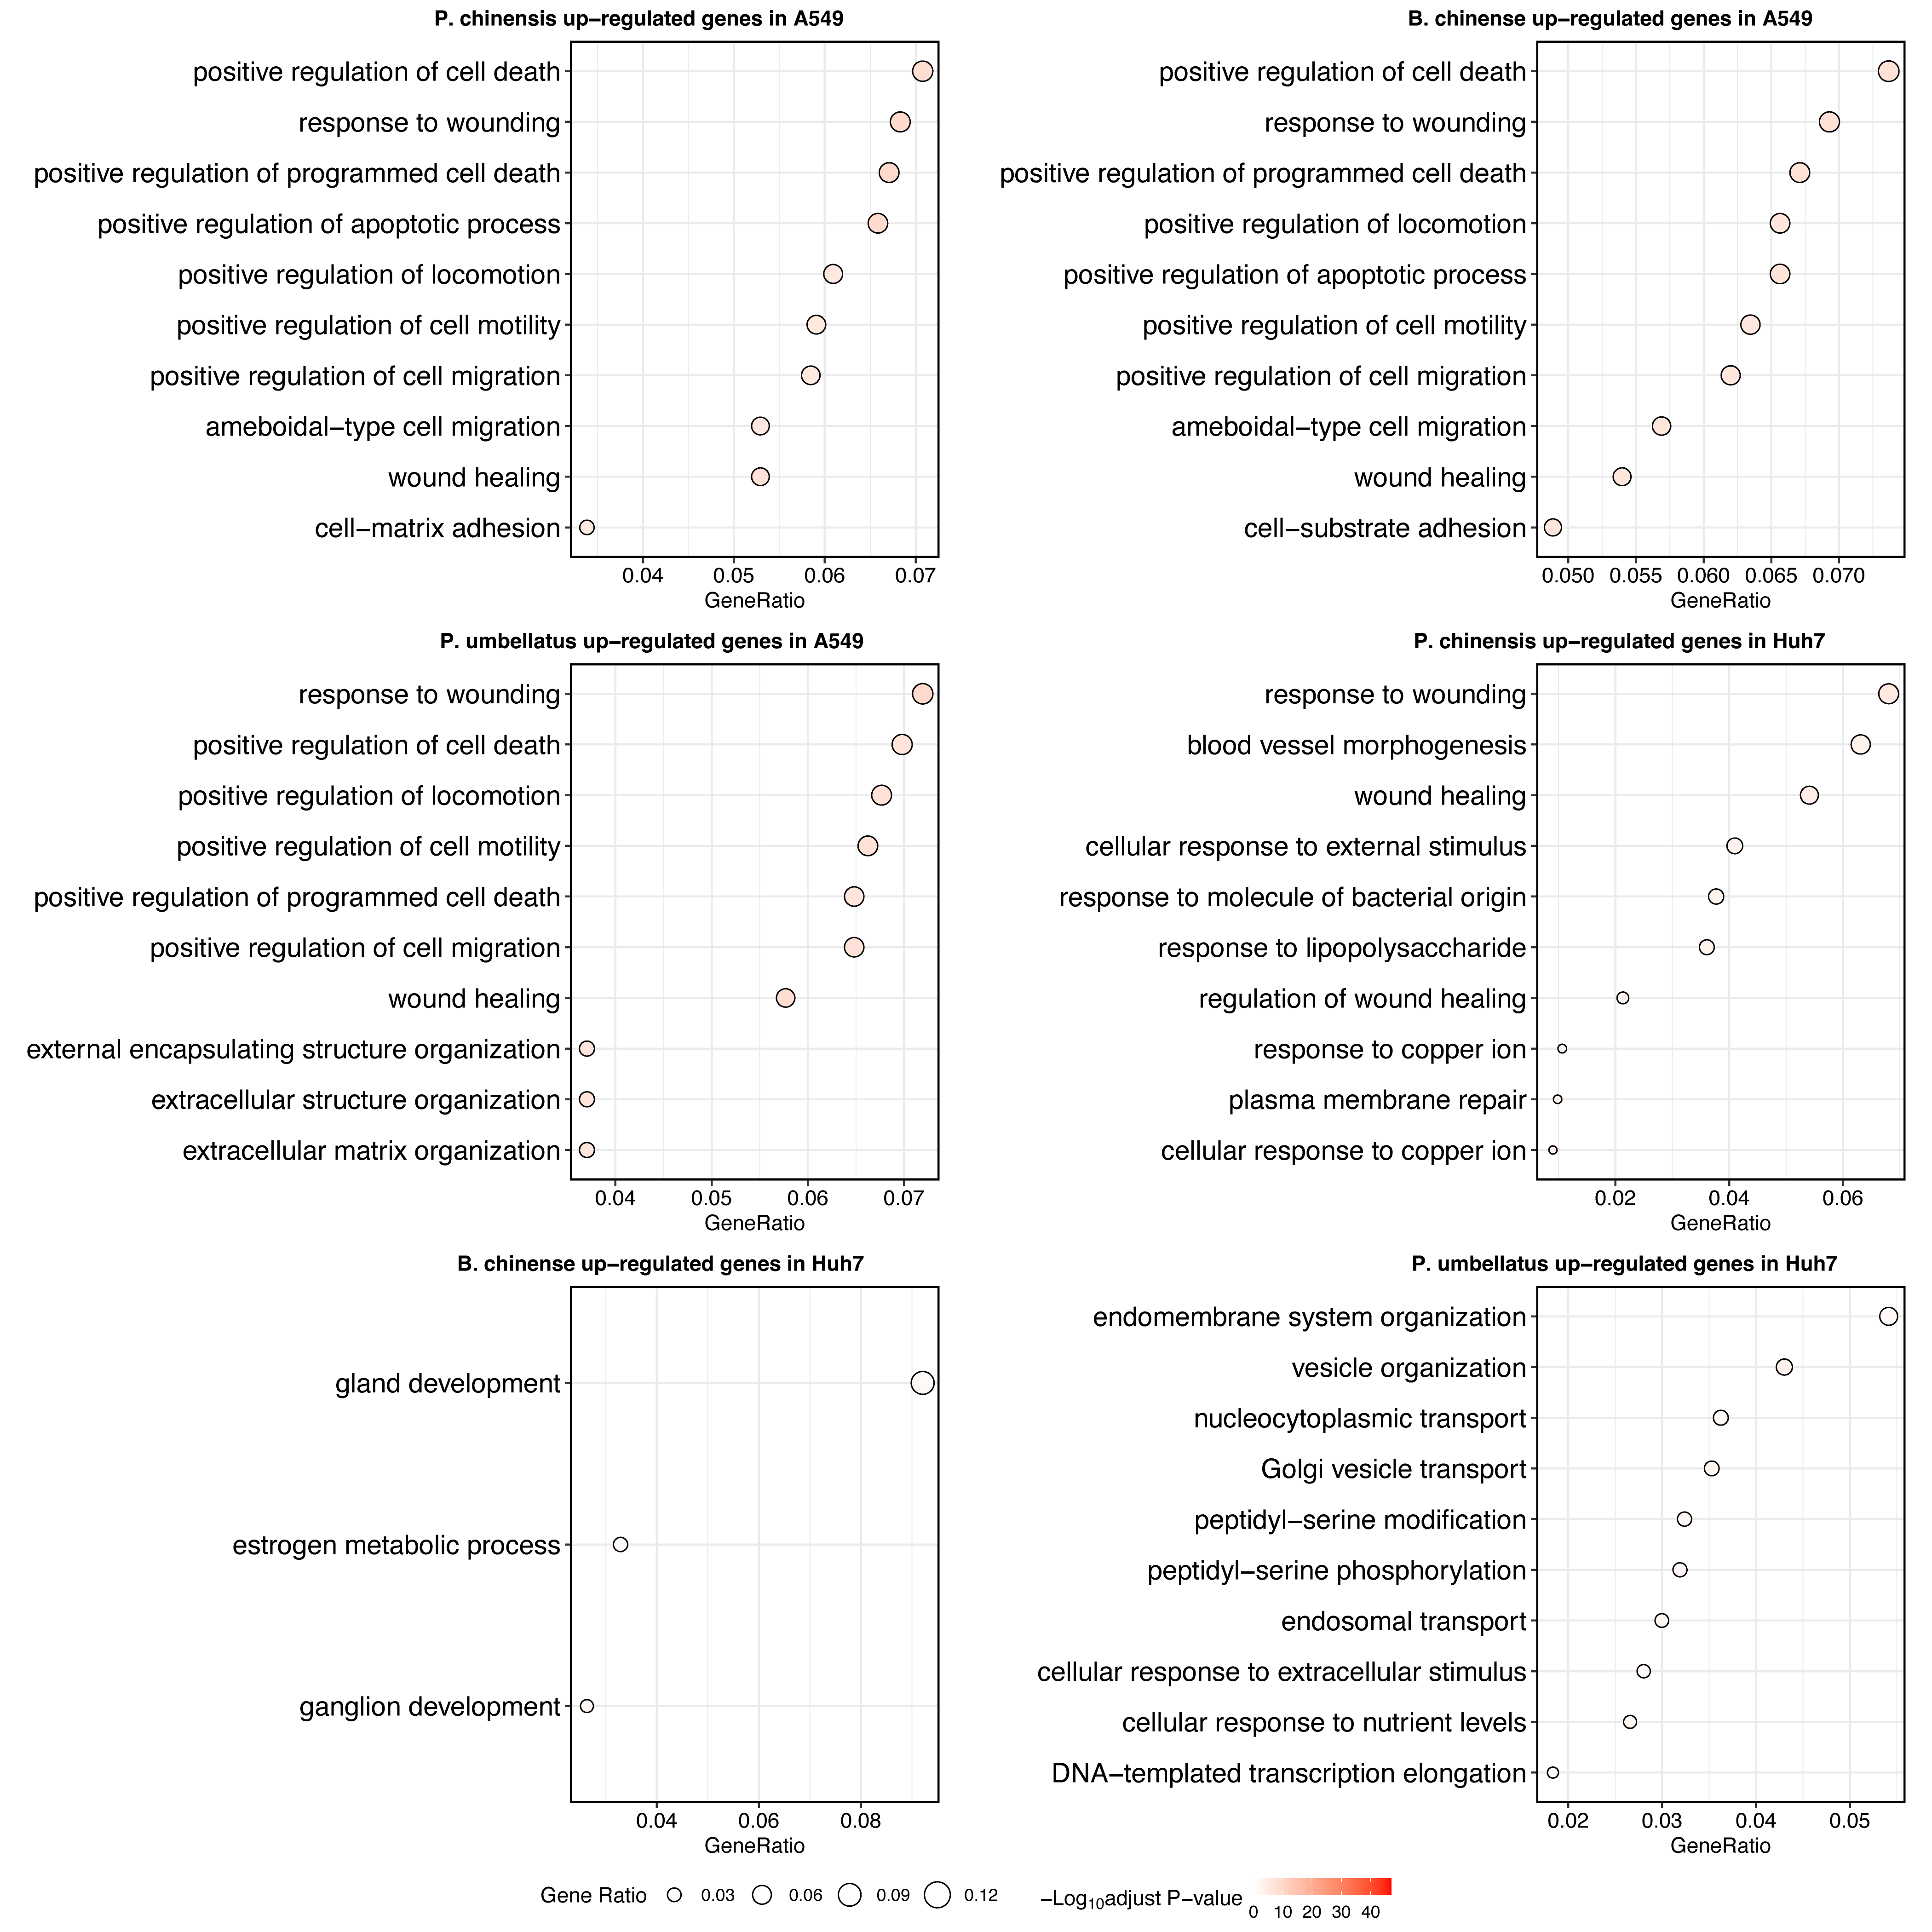

**Supplementary Figure 3: Gene Set representative analysis (GSOA) showing the up-regulated pathway after *P. chinensis*, *B. chinense*, and *P. umbellatus* treatment in A549 and Huh7 cells**

The GSOA was conducted based on the biological process category form Gene Ontology (GO) dataset. The size of the dot indicates the gene ratio, i.e., the DEGs assigned to the corresponding pathway relative to the total analysed DEGs, and the dot's colour indicates the adjusted p value.

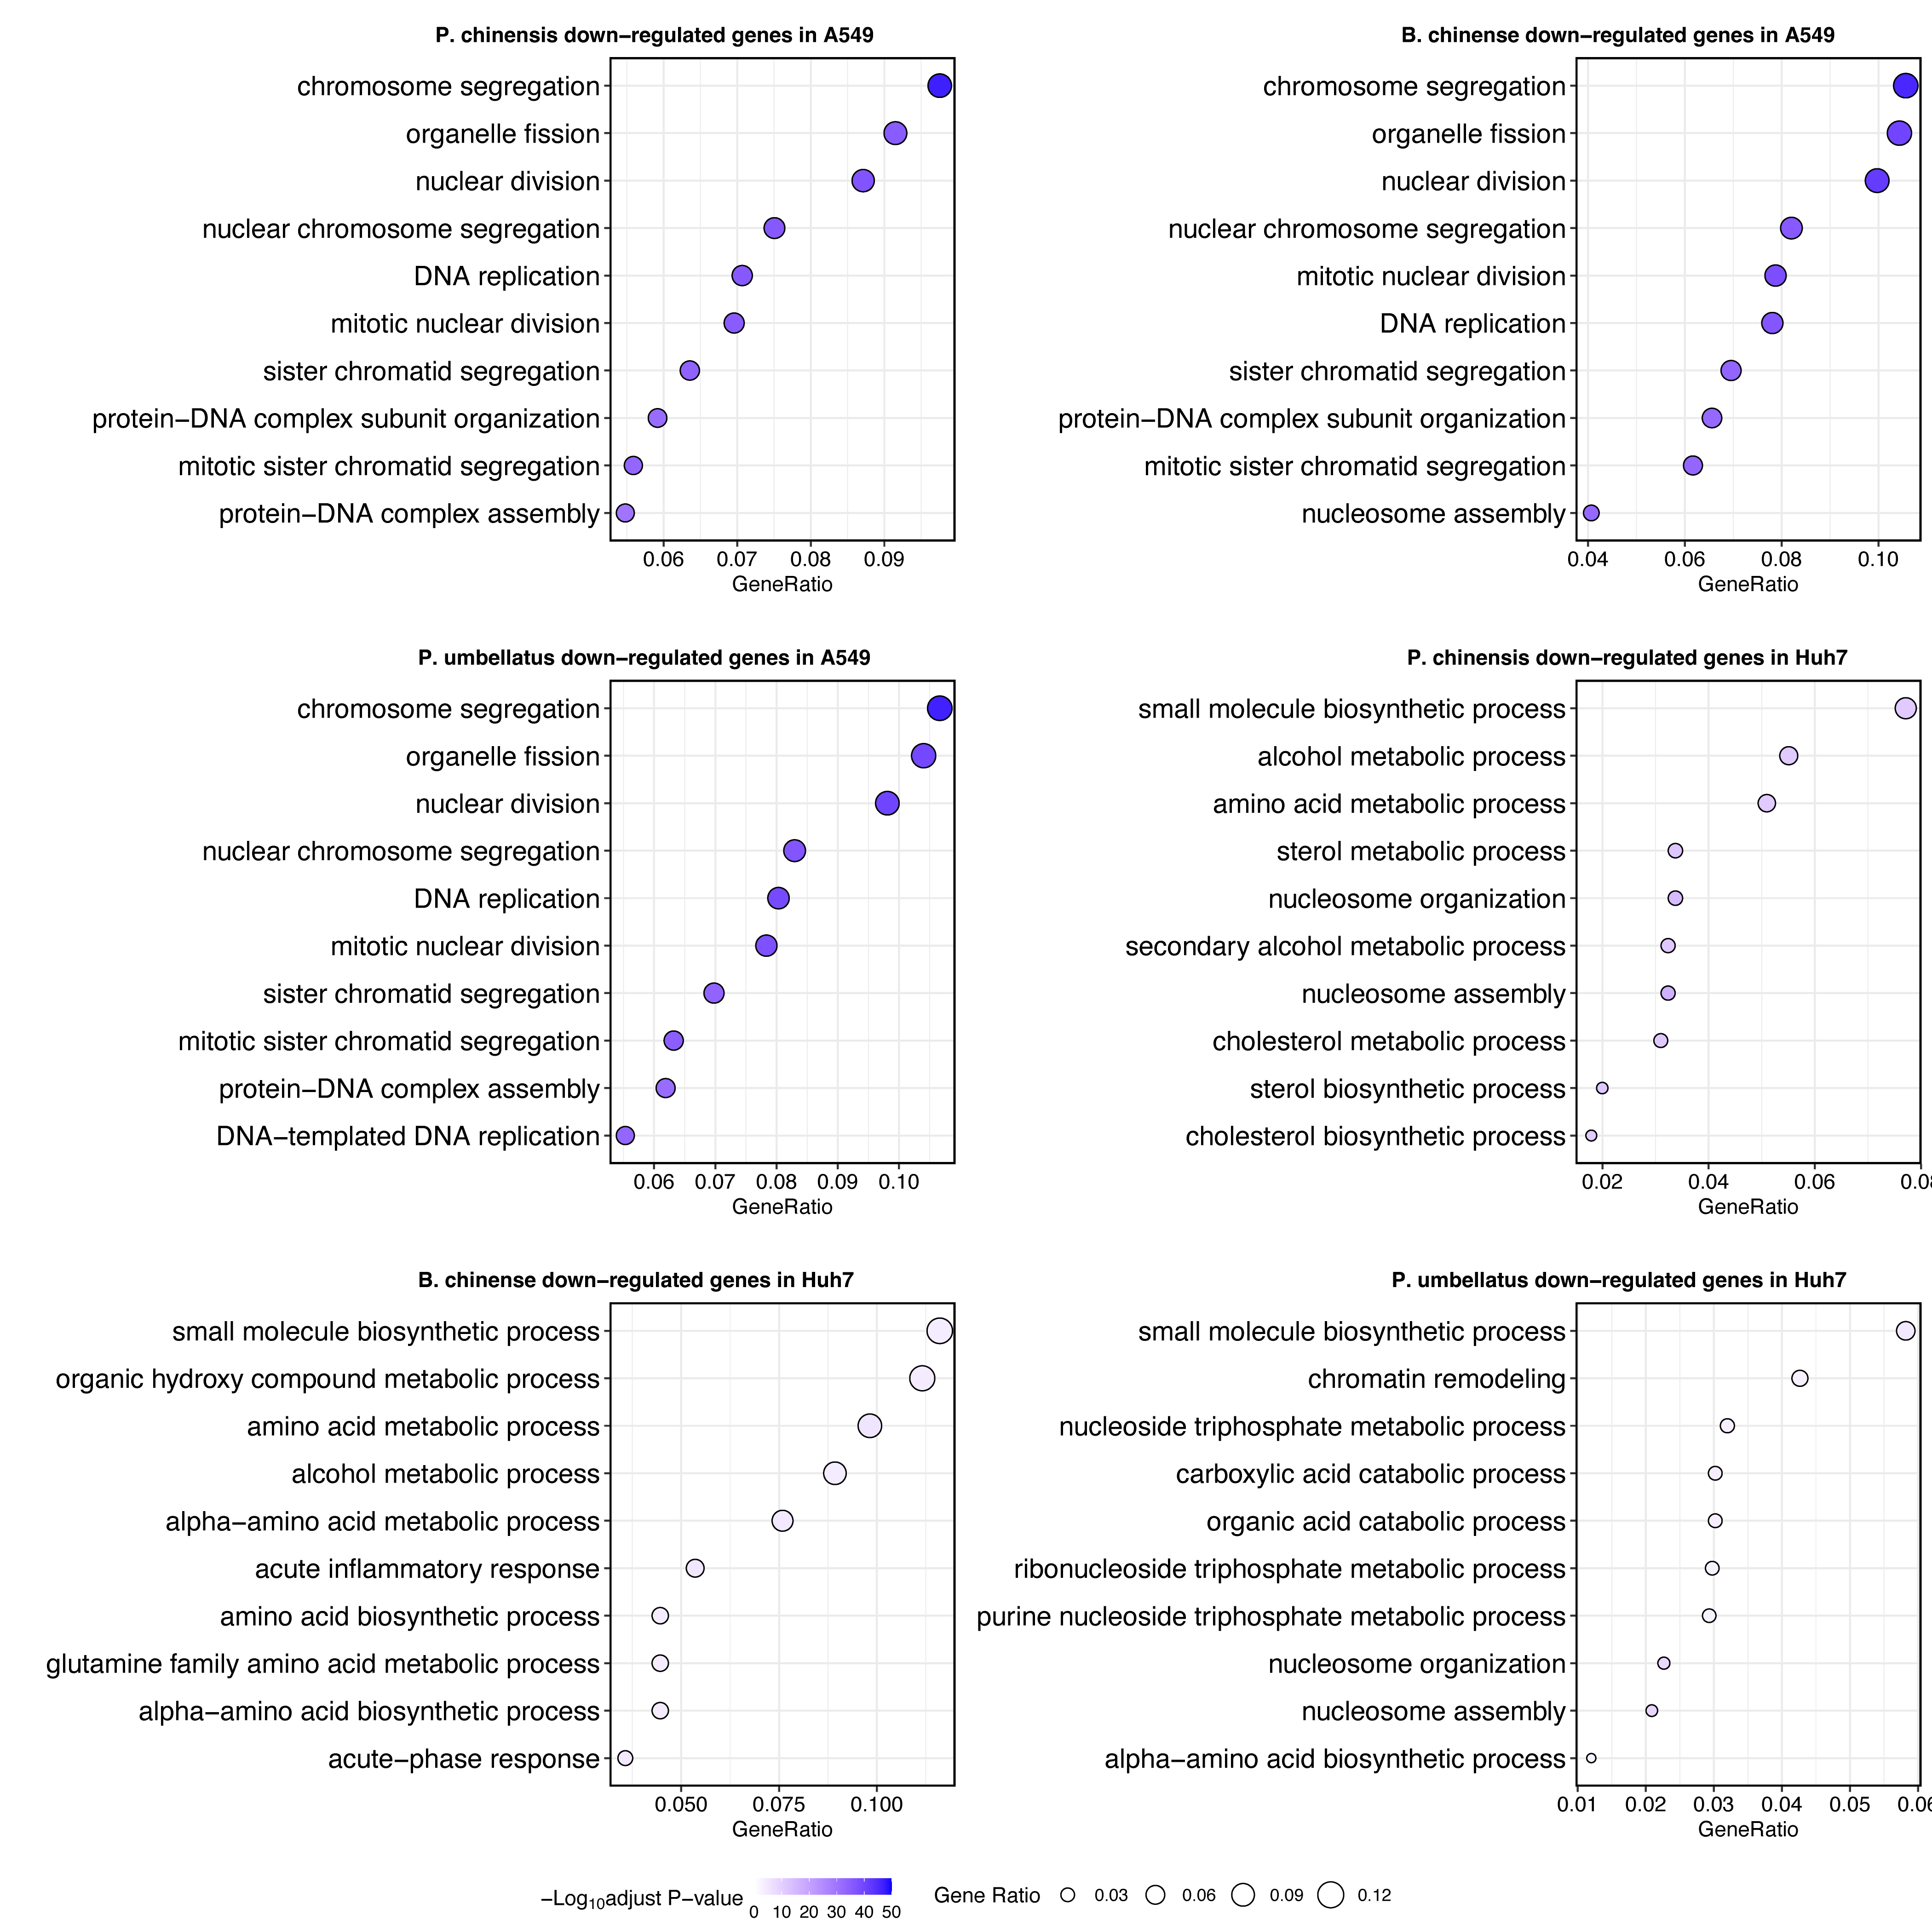

**Supplementary Figure 4: Gene Set representative analysis (GSOA) showing the downregulated pathway after *P. chinensis*, *B. chinense*, and *P. umbellatus* treatment in A549 and Huh7 cells**

The GSOA was conducted based on the biological process category from the Gene Ontology (GO) dataset. The size of the dot indicates the gene ratio, i.e., the DEGs assigned to the corresponding pathway relative to the total analysed DEGs, and the dot's colour indicates the adjusted p-value.

**Supplementary Figure 5: Heatmaps of the GO semantic similarity scores**

These plots show the concordance of enriched GO pathways across different herbal treatment groups, especially in A549 cells.

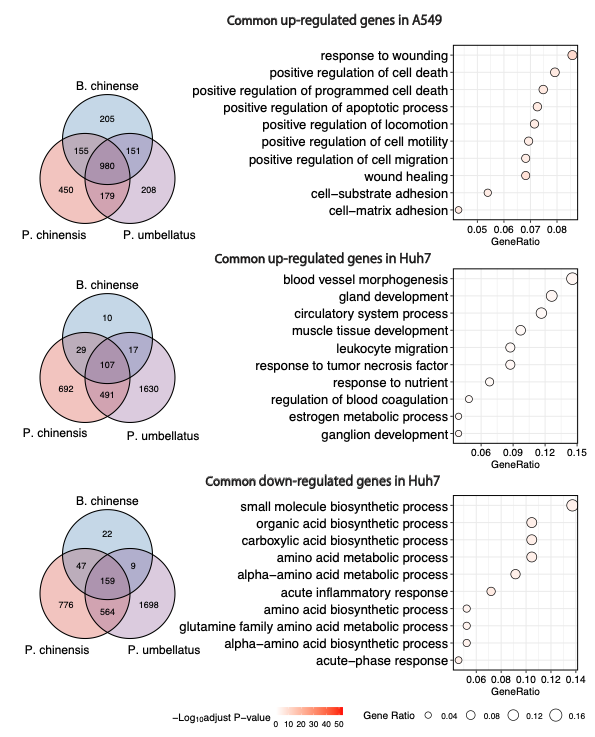

**Supplementary Figure 6:** **The common** **DEGs induced by *P. chinensis*, *B. chinense*, and *P. umbellatus* treatment and relevant enriched pathways**

Figures illustrate the common genes that are either upregulated or downregulated following treatment with *P. chinensis*, *B. chinense*, and *P. umbellatus* in A549 and Huh7 cells respectively.

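The common DEGs of the 3 herbs in Huh7 cells numbered 65 up-regulated and 84 down-regulated genes here. They were 1.91% of the 3403 genes up-regulated with at least 1 herb and 2.57% of the 3268 down-regulated ones. The common set can be no larger than the DEGs of B. chinense, and without replicate 2 of P. umbellatus it held 240 and 349 genes.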

The Gene Set representative analysis (GSOA) is conducted based on the biological process category from the Gene Ontology (GO) dataset. The size of the dot indicates the gene ratio (the DEGs assigned to the corresponding pathway relative to the total analysed DEGs) and the colour of the dot indicates the adjusted p-value.

The Gene Set representative analysis (GSOA) is conducted based on the biological process category from the Gene Ontology (GO) dataset. The size of the dot indicates the gene ratio (the DEGs assigned to the corresponding pathway relative to the total analysed DEGs) and the colour of the dot indicates the adjusted p-value.

Specifically, common up-regulated genes in A549 cells were significantly enriched in pathways related to cell death. 

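Of the fixed lists, the p53 targets had 50 of 60 genes among the common up-regulated genes in A549 cells, against 5.58 expected from the genes tested (two-sided Fisher's exact test, adjusted p = 7.60e-41). The apoptosis list had 15 of 48 genes there (expected 4.46, Fisher's exact test, adjusted p = 0.000120) and the NF-κB targets 17 of 40 (3.72, adjusted p = 2.78e-07).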

The enrichment results suggested that the utilization of these three herbs in lung cancer could potentially promote cancer cell death and inhibit cancer cell division.

**Supplementary Figure 7: immunohistochemistry (IHC) staining of E2F1 and TFDP1 protein expression in normal and tumor tissue from lungs and livers.**

Heatmap of the Jaccard index shows the similarity of TFs-regulated genes between A549 and Huh7 cells

How the deposited data were processed for this re-analysis (not part of the article)

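RNA was sequenced from A549 and Huh7 cells, each left as control or treated with an extract of P. chinensis, B. chinense or P. umbellatus, with 3 replicates per group and 24 libraries in all. According to the paper, libraries were made from total RNA after removal of ribosomal RNA and sequenced as paired ends at a depth of 25 M fragment reads. The authors estimated counts with kallisto against the Ensembl GRCh38.p13 transcripts, kept protein-coding genes with a mean count above 5, and deposited estimated counts per gene as whole numbers without normalization for library size. How the estimates of transcripts were summed per gene and rounded is not stated in the paper's text. The deposited table holds 14585 genes, of which 14584 are protein-coding in the annotation used here and 1 has no type there. The lowest mean of a gene over the 24 libraries was 5.04 counts. Gene positions were taken from the GRCh38 annotation.

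The libraries summed to between 6803704 and 24345541 counts, with a median of 10515192. Replicates differed by more than sampling noise, so the precision of a fold change was taken from the spread between replicates and is given as a standard error. A group with counts of 3 or less in all its libraries was treated as at the limit of detection, and no fitted fold change is printed for it. The replicate numbers were checked for pairing of the groups and did not pair them.

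Counts were analysed in R 4.3.3. For each cell line, the protein-coding genes with a mean above 5 counts over the 12 libraries were normalized by the TMM method of edgeR 4.0.16 and fitted in 1 quasi-likelihood model with a coefficient per group and a prior count of 2. Each herb was compared with control, and P. chinensis also with the mean of the other two herbs. Genes with a Benjamini-Hochberg adjusted p below 0.05 in the two-sided quasi-likelihood test were taken as changed. The difference between the lines was tested as an interaction in a model of all 24 libraries, on the 12924 genes tested in both lines. CPM values are counts after TMM normalization, scaled to a common library size. Overlaps between comparisons were measured by the Jaccard index with a 95% Wilson interval, which treats genes as independent and leaves out the spread between libraries and settings. Principal components were computed after the variance stabilizing transformation of DESeq2 1.42.0, with each gene centred and scaled to unit variance, and groups were compared on a component by exact permutation of the difference in means.

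Fixed gene lists stood in for the MSigDB, GO, PROGENy, ChEA3 and Human-GEM resources, which were not used here. The 24 lists were S phase, G2/M phase, MYC targets, p53 targets, apoptosis, NF-κB targets, immediate early and AP-1 genes, cholesterol biosynthesis, nucleotide synthesis, folate metabolism, the kynurenine pathway, fatty acid oxidation, fatty acid desaturation, acyl-CoA hydrolysis, replication-dependent histones, metallothioneins, the unfolded protein and ATF4 response, the interferon response, hepatocyte genes, mitochondrially encoded genes, ribosomal proteins, KRAB zinc finger genes, and the genes drawn in Fig. 3D and in Fig. 3E. The S phase and G2/M phase lists are the cell cycle genes of the Seurat package, the last pair was read by eye from the paper's figures, and the others were written from general knowledge. Lists were tested with camera of limma 3.58.1 (two-sided, preset correlation of 0.01), adjusted over 264 tests, and the enrichment of lists among genes changed by all 3 herbs was tested with Fisher's exact test against the genes tested.

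The genes named from the data are those the paper names from RNA sequencing in its results, the transcription factors of Fig. 3A and Supplementary Table 1, the labelled genes of Fig. 4A-B, the mRNAs of the blotted proteins, and for each herb and line the 2 largest rises and the 2 largest falls among changed genes with a mean of at least 50 counts and no overlap between the groups. A few genes of this rule were left out of the text.

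The alternatives were DESeq2, DESeq2's size factors (RLE) and upper quartile normalization in edgeR, a fit on the 6 libraries of a comparison, limma's voom with sample quality weights, other filters on low counts, unadjusted p, a minimum absolute log2 fold change of 1, the replicate number as a block, a correction of each library for GC content and transcript length, fry, camera with the estimated correlation, preranked enrichment with fgsea 1.28.0, other scalings of the principal components, the 500 genes of lowest p, and leaving out each replicate in turn. The pipeline was tested on simulated data made from the counts, with known changes added to a share of the genes. Of 200 genes changed by 1 on the log2 scale in Huh7 cells, edgeR found 172 with 11 false calls. DESeq2 found 180 of them with 41 false calls. In A549 cells edgeR found 181 with 7 false calls, and DESeq2 190 with 24. The spread of a simulated gene was edgeR's estimate and the same in all groups of a line. The wider spread of the Huh7 P. umbellatus libraries was therefore not simulated. Western blots, viability, docking, L1000 data and cells treated with Sorafenib or Regorafenib were not analysed here. The paper's text does not state the dose and time of treatment of the sequenced cells, or whether control cells received the DMSO in which the extracts were dissolved.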

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

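The GC content and length correction of the gene lists and of the difference between the lines was chosen only after the result was seen, while the tests of splits, of library totals and of moved histone reads were chosen before. The gene lists, the comparisons and their main settings were fixed before the data were examined.

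The responses to the herbs differed between the lines. In the interaction test (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2529 genes changed differently in A549 and Huh7 cells with P. chinensis, 1499 with B. chinense and 4447 with P. umbellatus. Of 100 splits drawn by exchanging control and treated libraries within the lines, the real one included, only the real one gave as many genes for P. chinensis (the next gave 1675) and for B. chinense (the next gave 1487). For P. umbellatus, 2 of the 100 did, the other being a split with all A549 labels exchanged and the Huh7 labels kept, with 4466 genes. In that split the Huh7 response is kept and the A549 response is turned round. Splits that kept the labels of 1 line also kept its response, as in the split with 1487 genes, which kept those of A549 cells, so the splits do not test the difference between the lines, for which the interaction test stands alone. The number for B. chinense was 2398 without Huh7 P. umbellatus replicate 2. A trend of GC content and transcript length was tested as a technical explanation. After the correction 3251, 2243 and 3278 genes differed with P. chinensis, B. chinense and P. umbellatus, and 92.3%, 95.6% and 45.4% of the earlier genes were called in the same direction. This argues against the trend as the cause for P. chinensis and B. chinense, while for P. umbellatus it is consistent with the trend as a source of much of the number, though 2017 of its genes stayed. The lines were not compared in a way that would part the cell line from a difference in dose, time or culture, which the paper's text does not give for the sequenced cells, and no biological explanation was tested.

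The cell cycle and p53 lists differed between the lines with P. chinensis. The median difference in log2 fold change, A549 minus Huh7, was -0.78 for the S phase list (30 of its genes past the threshold), -0.995 for the G2/M list (48 genes), 0.91 for the p53 targets (38 genes higher and 1 lower) and -0.90 for the genes of Fig. 3D. The paper chose the Fig. 3D genes from these samples as down-regulated in A549 cells, which favours their difference by itself. A trend of GC content and transcript length was tested as a technical explanation for the fall of the G2/M list in A549 cells. After the correction its median with P. chinensis was -1.24, against -1.27 before, which argues against the trend as the cause. A biological difference between the lines stays open and was not tested.

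The list of cholesterol biosynthesis genes, which the paper does not discuss, fell in Huh7 cells with P. chinensis, with 20 of 26 genes down-regulated (22 adjusted over the list alone) and a median log2 fold change of -0.84 (camera, adjusted p = 9.73e-28). In A549 cells 6 genes rose and 5 fell, and the median difference between the lines was 0.89 (camera, adjusted p = 1.38e-20). After the GC content and length correction the median in Huh7 cells was -0.87, and after thinning all Huh7 libraries to 7182444 counts it was -0.89, so neither the trend nor the larger totals of the control and P. chinensis libraries accounts for it. The list also fell with B. chinense (-0.28) and P. umbellatus (-0.36), and was lower with P. chinensis than with the other herbs, by a median of -0.36 (camera, adjusted p = 3.09e-12). Controls that differ from all treated cultures do not enter that last comparison. An effect of the solvent stays open for the fall common to the herbs. The extracts were all dissolved in DMSO at 10 mg/ml, so equal doses bring equal amounts of it, and it stays open for the difference between the herbs only if their doses differed, as the paper's text does not give those of the sequenced cells. An effect of the extracts on this pathway stays open as well and was not tested.

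The replication-dependent histones, whose mRNAs the ribosomal RNA removal kept, fell in A549 cells with P. chinensis by a median of 1.97 on the log2 scale (-1.97, 46 of 49 genes down-regulated and 46 adjusted over the list alone, camera adjusted p = 3.24e-111) and in Huh7 cells with a median of -0.86 (43 of 53 genes, 48 adjusted over the list alone, camera adjusted p = 3.79e-24). The median difference between the lines was -1.08. The Huh7 fall and the difference did not pass with the estimated correlation (adjusted p = 0.118 and 0.0856), while the A549 fall did. Histone genes are alike in sequence, so reads could move between copies. The summed histone counts, scaled to library size, with P. chinensis were 28.9% of those of control A549 cells, which moved reads would have left unchanged. After the GC content and length correction the A549 median was -1.61, so the trend is at most part of the fall. The fall is in line with the lower S phase list as a hypothesis, since histone mRNAs are made in S phase.

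The immediate early and AP-1 genes rose in Huh7 cells with P. chinensis, with 29 of 38 genes up-regulated and 1 down-regulated (29 and 1 adjusted over the list alone) and a median of 0.99 (camera, adjusted p = 2.24e-35). The paper's text does not discuss these genes as a group. Its Supplementary Table 1 lists AP-1 subunits, such as JUN, FOSB and JUNB, among the factors predicted for the up-regulated genes of this comparison. After the GC content and length correction the median was 1.02, which argues against the trend as the cause. Other explanations were not tested for this list.

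The metallothioneins rose in Huh7 cells with P. chinensis, with 6 of 8 genes up-regulated (7 adjusted over the list alone) and a median of 1.13 (camera, adjusted p = 2.54e-07). The median difference between the lines was -1.28 over the 4 genes tested in both (camera, adjusted p = 0.0104), and did not pass with the estimated correlation (0.0782). It ranged from -1.53 to -0.93 with each library left out in turn. After the GC content and length correction the Huh7 median was 1.08, which argues against the trend as the cause of that rise, while the difference between the lines had an adjusted p of 0.0797 by camera. Other explanations were not tested for this list either.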

How the results depend on the processing

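The GC content and length correction of the lists, the named genes, the overlaps and the common genes, and the fit without the Huh7 P. umbellatus libraries, were chosen only after results were seen. Except where an alternative's construction gives the reason, the cause was not tested for any change below.

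In A549 cells the numbers of DEGs against control stayed within 1.5 times under DESeq2, RLE and upper quartile normalization, the fit on 6 libraries, voom, the filters on low counts, the replicate block, the GC content and length correction and each fit without a replicate, for example from 1419 to 1773 up-regulated genes with B. chinense across the 12 fits that each left out a replicate. A minimum log2 fold change of 1, which removes smaller changes by construction, left 513 up-regulated and 405 down-regulated genes with P. chinensis, 346 and 282 with B. chinense and 314 and 249 with P. umbellatus in A549 cells, and 424 and 146, 20 and 15, and 150 and 593 in Huh7 cells. Unadjusted p, which is less strict by construction, gave 2297 and 2250 genes with P. chinensis and 838 and 871 with B. chinense in Huh7 cells.

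In Huh7 cells the numbers moved more. DESeq2 gave 220 up-regulated and 299 down-regulated genes with B. chinense. The fit on the 6 libraries compared gave 2879 and 3013 with P. chinensis, 400 and 717 with B. chinense and 540 and 719 with P. umbellatus, and voom with sample quality weights gave 3153 and 3172 with P. chinensis and 506 and 723 with B. chinense. The GC content and length correction gave 2286 down-regulated genes with P. chinensis, 271 and 494 genes with B. chinense and 788 up-regulated genes with P. umbellatus, and together with the replicate block 2186, 219 and 420, and 734. The fit without the P. umbellatus libraries gave 2677 and 2864 with P. chinensis and 581 and 877 with B. chinense. The replicate numbers do not pair the groups: over 36 pairs of libraries of a line with the same number, the correlation of their deviations from the group means ran from -0.132 to 0.0933, with a median of -0.00702, and the replicate block gave 43 up-regulated genes with B. chinense and 41 common up-regulated genes, and an adjusted p of 0.0501 for the fatty acid oxidation list with camera.

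Against the other herbs, P. chinensis had 548 lower genes in A549 cells with DESeq2. Against B. chinense alone it had 61 higher and 137 lower genes in A549 cells and 540 and 543 in Huh7 cells, and against P. umbellatus alone 2295 and 2612 in Huh7 cells. The mean Jaccard index with the 500 genes of lowest p was 0.712 for down-regulated genes in A549 cells, and 0.225 for up-regulated and 0.231 for down-regulated genes in Huh7 cells. DESeq2 gave 0.135 and 0.144 in Huh7 cells, with 164 and 204 common genes. The fit on 6 libraries gave 0.562 and 0.624 in A549 cells and 0.149 and 0.2003 in Huh7 cells, with 150 and 260 common genes. With the GC content and length correction the index was 0.658 for down-regulated genes in A549 cells and 0.182 and 0.248 in Huh7 cells, with 179 and 378 common genes.

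Of the lists, camera with the estimated correlation gave adjusted p of 0.0721 and 0.0624 for MYC targets in A549 cells with P. chinensis and B. chinense, and of 0.288 for G2/M and 0.0655 for fatty acid oxidation with P. chinensis and 0.258 for S phase with B. chinense in Huh7 cells. With fry the S phase list in Huh7 cells with B. chinense was at 0.0545, while the kynurenine list in A549 cells with P. chinensis (0.0183) and the NF-κB targets in Huh7 cells with P. umbellatus (0.000877) passed. Preranked GSEA gave 0.179 for apoptosis against the other herbs in A549 cells, 0.304 for fatty acid oxidation in Huh7 cells with P. chinensis, 0.385 for S phase with B. chinense and 0.0166 for NF-κB targets with P. umbellatus. It reversed the direction of cholesterol biosynthesis (adjusted p = 1) and the unfolded protein response (0.697) in A549 cells with P. chinensis, of S phase in Huh7 cells with P. umbellatus (1), and of the differences between the lines for NF-κB targets (0.724) and folate metabolism (0.261), none past the threshold.

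With the GC content and length correction, G2/M with B. chinense (camera, adjusted p = 0.0208), S phase with P. umbellatus (3.28e-07) and NF-κB targets with P. umbellatus (0.000498) passed in Huh7 cells, and G2/M with P. umbellatus turned to a fall (0.0052). The direction also turned for metallothioneins (0.636), mitochondrially encoded genes (0.443) and ribosomal proteins (0.286) in A549 cells with P. chinensis, for KRAB zinc finger genes against the other herbs in Huh7 cells (0.0155) and for the difference of ribosomal proteins between the lines (0.178). Log2 fold changes near 0 with P. chinensis changed sign with it for HMGA1 (-0.0154), PRMT3 (0.0338) and NFKB1 (-0.0144) in A549 cells and FOXM1 (0.0258) in Huh7 cells, with the replicate block for FOXM1 (0.0019) and E2F7 (-0.0008) in Huh7 cells, and with RLE for E2F7 (-0.004).

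The first component carried 88.0% of the variance in both lines, 48.8% in A549 and 48.2% in Huh7 cells with values centred only, and 98.2%, 66.3% and 54.9% with the 500 most variable genes. The second carried 3.20% and 8.40% in both lines and A549 cells with values centred only, and 0.554% and 5.48% with the 500 most variable genes.

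Across the 12 fits of a line that each left out a replicate, P. chinensis against the other herbs had from 33 to 170 higher and from 85 to 346 lower genes in A549 cells, lowest without P. chinensis replicate 3, and from 616 to 2214 and from 795 to 2289 in Huh7 cells. In Huh7 cells, up-regulated genes numbered from 886 to 2306 and down-regulated ones from 921 to 2537 with P. chinensis, from 20 to 362 and from 31 to 547 with B. chinense, and up-regulated ones from 1482 to 3291 with P. umbellatus. Common genes numbered from 20 to 240 and from 27 to 349. The highest values for P. chinensis, B. chinense and the common genes were those without P. umbellatus replicate 2, and the lowest for B. chinense and the common genes those without control replicate 3. The difference between the lines with B. chinense had from 1128 to 2398 genes across the 24 fits. The first component carried from 56.8% to 60% in both lines, from 31.6% to 35.3% in A549 and from 27.6% to 41.8% in Huh7 cells, and the second from 7.97% to 12.0%, from 10.2% to 12.2% and from 17.9% to 27.2%. The adjusted p from camera ran from 0.0184 to 0.0503 for fatty acid oxidation with P. chinensis, from 0.0415 to 0.797 for S phase and from 0.035 to 0.259 for NF-κB targets with P. umbellatus in Huh7 cells.

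Directions turned in at least 1 of these fits, with camera's adjusted p from 0.87 to 0.972 for acyl-CoA hydrolysis, from 0.802 to 0.982 for metallothioneins, from 0.859 to 0.982 for the unfolded protein response and from 0.558 to 0.945 for mitochondrially encoded genes in A549 cells with P. chinensis, and from 0.532 to 0.982 for the difference of NF-κB targets between the lines. Log2 fold changes with P. chinensis that changed sign ran from -0.0058 to 0.074 for HMGA1, from -0.1373 to 0.0049 for PRMT3, from -0.0422 to 0.3736 for NR4A3, from -0.1191 to 0.3264 for SNAI1, from -0.0482 to 0.0073 for FADD, from -0.0052 to 0.1202 for NFKB1 and from -0.0266 to 1.1682 for SLC37A4 in A549 cells. In Huh7 cells they ran from -0.0476 to 0.026 for FOXM1, from -0.2445 to 0.0345 for CENPA, from -0.1061 to 0.1019 for E2F7 and from -0.0066 to 0.2229 for SAMD11.

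The other results are lists and named genes not tied to a comparison's main value. In fits without a replicate, 61 of them became weaker, 32 became stronger, 30 turned direction and 2648 stayed the same. Direction also turned for 9 with the GC content and length correction, 4 with preranked GSEA, 2 with the replicate block and 1 with RLE. The tally was limited to values the text reports, after turned directions had been counted over all lists and comparisons. With DESeq2, 3 became weaker and 5 stronger, with the fit on 6 libraries 2 and 13, with fry 5 and 10, with the GC content and length correction 3 and 10, with preranked GSEA 2 and 4 and with the replicate block 3 and 1. The estimated correlation made 17 weaker, and the fit without the P. umbellatus libraries made 12 stronger. The number of genes tested depended on the filter on low counts: without a filter it was 14443 in A549 and 14430 in Huh7 cells, and with filterByExpr 13276 and 13537.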

Differences from the paper's values

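The difference in the E2F1 call under the GC content and length correction and without the P. umbellatus libraries was tested only after the values were seen, and the alternatives named otherwise were set before the data were examined.

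The paper states 25 M fragment reads, while the median total of the libraries was 10.515 M counts on the genes of the table, which is a different quantity, since reads outside these genes are not counted. None of the alternatives concerns this value.

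With B. chinense in Huh7 cells, 72 genes were up-regulated against the paper's 163. Of the alternatives set before the data were examined, DESeq2 (220), the GC content and length correction with the replicate block (219) and the fit without P. umbellatus replicate 3 (131) came within 1.5 times of the paper's value, the limit used here for counts and Jaccard indices, and the others did not. The first 2 of these lie above the paper's value. For the down-regulated genes, 105 were found against the paper's 237, and DESeq2 (299) and the fit without P. umbellatus replicate 3 (204) came within that limit, from above and from below, while the others did not.

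The genes changed by all 3 herbs in Huh7 cells numbered 65 up-regulated and 84 down-regulated, against the paper's about 110 and about 160 in Supplementary Fig. 6, read by eye. DESeq2 gave 164 and 204 genes and the fit without P. umbellatus replicate 3 gave 100 and 142, each within 1.5 times of the paper's values. Those of DESeq2 lie above them. By difference its 164 is further from about 110 than the 65 genes of the edgeR fit, but by ratio it is nearer. The fit on the 6 libraries compared gave 150 up-regulated genes, above the paper's value but within 1.5 times of it, and 260 down-regulated ones, beyond that limit. The other alternatives did not come within it.

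The Jaccard index in Huh7 cells was 0.0482 for the genes up-regulated with P. chinensis and B. chinense, against the paper's about 0.10 in Fig. 2C, read by eye. DESeq2 (0.116) and the fit on the 6 libraries compared (0.117) came within 1.5 times of it, from above. For B. chinense and P. umbellatus it was 0.0250 against the paper's about 0.054 in Fig. 2C, read by eye, and DESeq2 (0.0644) came within the limit. For the down-regulated genes the index was 0.0680 with P. chinensis and B. chinense against the paper's about 0.13 in Fig. 2C, read by eye (DESeq2 0.137), and 0.0342 with B. chinense and P. umbellatus against about 0.067 in Fig. 2C, read by eye (DESeq2 0.0748). The other alternatives did not come within it for these pairs.

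E2F7 had a log2 fold change of -0.54 in A549 cells with P. chinensis against the paper's about -0.96 in Fig. 3A, read by eye, and the alternatives gave -0.59 to -0.49, so none closed the gap. In Huh7 cells it was 0.0077 against the paper's about -0.21 in Fig. 3A, read by eye. Without control replicate 2 it was -0.0772 and without P. chinensis replicate 1 it was -0.1061, which were the alternatives that came within 1 standard error (0.135) of the paper's value without reaching it.

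The paper marks E2F1 as changed in Huh7 cells with P. chinensis in Fig. 3A, while its adjusted p from edgeR's quasi-likelihood test was 0.0707. It was called with DESeq2 (0.0367), with the fit on the 6 libraries compared (8.16e-05), without P. umbellatus replicate 2 (0.00028) and without P. umbellatus replicate 3 (0.0216), and, chosen after seeing the values, with the GC content and length correction (0.00062) and with the fit without the P. umbellatus libraries (3.42e-05). Over all alternatives the adjusted p reached 0.207. In the simulated Huh7 data DESeq2 made 41 false calls and edgeR 11, which is a limit on DESeq2's calls for data of that kind. Those data took the spread of each gene from edgeR's estimate, the same in all groups. They lack the wider spread of the P. umbellatus libraries, so they do not settle whether E2F1 changed.

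From PROGENy activities ranked within each line, the paper gives NF-κB signalling as the pathway of P. chinensis in Huh7 cells and p53 signalling in A549 cells. The list of NF-κB targets rose in both lines, and the difference between the lines had a median of 0.01 (camera, adjusted p = 0.881). A ranking within a line does not exclude a rise in both, and the paper's Supplementary Table 1 lists NFKB2 for the genes up-regulated in A549 cells. The paper also describes lower NF-κB expression when it discusses Huh7 cells, and protein levels were not analysed here. It reports a lower metabolite of the kynurenine pathway in A549 cells, while the list of genes of this pathway had a median of 0.16 there (camera, adjusted p = 0.498), and lower acyl-CoA intermediates in Huh7 cells, while the list of acyl-CoA hydrolysis genes had a median of -0.05 (camera, adjusted p = 0.679); metabolite scores and medians of lists are different measures. It reports cell cycle terms in Huh7 cells for P. chinensis alone. The S phase list passed with B. chinense under camera with the preset correlation (median -0.12, adjusted p = 0.00527). With the estimated correlation (0.258), fry (0.0545) and preranked GSEA (0.385), the kind of test the paper used, it did not, so a difference from the paper is not shown for B. chinense. With P. umbellatus the list passed under camera only without replicate 2 (0.0415, against 0.375 with it), and with all libraries preranked GSEA did not pass. With the GC content and length correction chosen after seeing the data, the S phase and G2/M lists also fell with P. umbellatus (camera, adjusted p = 3.28e-07 and 0.0052) and the G2/M list with B. chinense (0.0208).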

Other observations

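The tests of the shared control libraries, of the control cultures, of the aryl hydrocarbon receptor targets, of a scaling shift behind the NF-κB targets, of POLR2A and of the spread behind the few B. chinense calls in Huh7 cells were chosen only after the result was seen.

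Exchanging control and treated libraries gave 10 splits of each comparison with control, and in each of the 6 comparisons 1 of the 10, the real one, gave as many genes, while the others gave at most 2 genes. With 10 splits the share cannot fall below 10%. For P. chinensis against the 6 libraries of the other herbs taken as 1 group, 1 of the 84 splits gave as many genes in A549 cells (448, the next 4). In Huh7 cells 2 of the 84 did, the real one (1214) and that of the 3 P. umbellatus libraries against the rest (4548).

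The P. umbellatus libraries of Huh7 cells differed most from each other. In principal components computed for this test from TMM-normalized log2 CPM, not from the transformed counts used elsewhere, their distance on the first component was 174.6, against at most 9.31 in the other groups. A trend of GC content and transcript length was tested. After the correction, 2728 genes were called in place of 5138, and 28.1% of the earlier calls were called in the same direction, while 102 were called in the opposite one. The rise of the KRAB zinc finger genes with P. umbellatus went from a median of 0.46 to 0.0631, and the fall of the histones from -0.82 to -0.27. These values are consistent with the trend as a source of much of this response. The distance on the first component fell to 27.5, still above the 12.7 of the next group, so the trend did not account for all of the spread. The calls of P. chinensis and B. chinense in Huh7 cells were kept by 97.4% and 98.9%, and those in A549 cells by 91.9%, 86.3% and 86.9%. What set the trend was not tested.

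B. chinense had 177 calls in Huh7 cells. Lower totals were tested by thinning all Huh7 libraries to 7182444 counts, which left 2293 calls for P. chinensis, 140 for B. chinense and 4539 for P. umbellatus, so lower totals do not account for the small number. The spread of the P. umbellatus libraries enters the fit of all groups. Without them, 1458 genes were called with B. chinense and 5541 with P. chinensis, and the common biological coefficient of variation went from 0.138 to 0.0846. This is consistent with a raised spread estimate as the source of much of the small number.

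All 3 herbs gave like changes in A549 cells, which the shared controls may produce by chance. The highest simulated mean Jaccard index of the 500 genes of lowest p was 0.120, against 0.666 observed, so chance values of the control libraries do not account for the overlap. The correlation of the log2 fold changes in Huh7 cells was 0.536 between P. chinensis and B. chinense, just above the highest of the 20 simulations (0.531), and 0.417 and 0.423 in the pairs with P. umbellatus, where the simulated means were 0.472 and 0.457. The simulated groups held no changes, while 2901 genes were called with P. chinensis and 5138 with P. umbellatus in Huh7 cells. Changes that differ between herbs lower the correlation, and 0.417 lay below the lowest simulated value of its pair (0.4319). These simulations therefore cannot say how much of the Huh7 correlations the controls give. The mean Jaccard index of the 500 genes of lowest p in Huh7 cells was 0.239, above the highest simulated value of 0.1195. For these genes that argues against chance values of the controls as the source of the overlap. Control cultures that differ from all treated cultures for another reason, such as the solvent, would also give like changes. B. chinense and P. umbellatus differed in 7 genes in A549 cells, and this explanation and a common effect of the extracts cannot be told apart, because the controls are the only untreated libraries.

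CYP1A1 and CYP1B1, targets of the aryl hydrocarbon receptor chosen after their values were seen, rose in 6 of 6 comparisons with control. The log2 fold changes of CYP1A1 were 4.01, 4.40 and 4.13 in A549 cells and 1.55, 1.13 and 1.499 in Huh7 cells with P. chinensis, B. chinense and P. umbellatus, and those of CYP1B1 were 1.19, 1.89 and 1.75, and 3.03, 1.48 and 2.41. TIPARP also rose in all 6, by 0.71 to 1.87. AHRR rose in A549 cells (1.05, 1.81 and 1.195), while in Huh7 cells its changes of 0.98, 0.57 and -0.14 did not pass (edgeR's adjusted p = 0.290, 0.815 and 0.890). Ligands of the receptor in the extracts may be a cause. For the rise common to the herbs, a batch or growth difference of the controls cannot be told apart from it, since every comparison of a line uses the same controls. It would have to arise in the separate controls of each line, and it does not enter the difference between P. chinensis and the other herbs, which for CYP1B1 in Huh7 cells was 1.08 (edgeR's adjusted p = 0.000174).

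POLR2A, chosen after its values were seen, had 0 counts in 19 of the 24 libraries and at most 883, while 9 of the 10 other subunits of the enzyme had a median of at least 100 counts. Reads counted on another copy of the gene could be a cause and cannot be told apart from others without the reads. In the whole table, 63 genes had a group in which 1 library held at least 100 counts and another at most 3.

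The rise of the NF-κB targets with P. chinensis was tested against a scaling shift of the libraries. Such a shift moves all genes of a library alike. The list median lay above the median of all genes by 0.73 in A549 and 0.72 in Huh7 cells, a difference that no scaling of a library changes (camera against the other genes, adjusted p = 1.19e-12 in A549 and 3.44e-17 in Huh7 cells), which argues against a scaling shift.

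The mRNAs of some of the blotted proteins changed as follows with P. chinensis, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes in A549 cells were -0.26 for MYC (adjusted p = 0.0112), -0.38 for PARP1 (3.97e-05), 0.17 for RELA (0.0351), 0.30 for CASP8 (0.158), -0.03 for FADD (0.812) and 0.05 for NFKB1 (0.865). The values in Huh7 cells were 0.26 for MYC (0.0676), -0.30 for PARP1 (0.0132), 0.32 for RELA (0.0994), -0.04 for CASP8 (0.797), -0.08 for FADD (0.672) and -0.07 for NFKB1 (0.648). Protein levels were not analysed here.

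Among called genes of at least 50 counts without overlap of the groups, the largest rises with P. chinensis were those of FOSB (5.24) and EGR1 (3.75) in A549 cells and of VGF (4.64) and TUBA1A (3.86) in Huh7 cells. The largest falls were those of SPDEF (-3.12) and H3C15 (-2.98) in A549 cells, and SLC37A4, which had libraries with 0 counts, was among the largest in Huh7 cells. With B. chinense they were FOSB (2.64), PLXNB3 (2.51), H3C14, with 0 counts in some libraries, and SEMA6B (-2.19) in A549 cells, and VGF (2.76), TUBA1A (1.95), SLC38A5 (-1.55) and DLK1 (-1.48) in Huh7 cells. With P. umbellatus they were FOSB (2.34), SPATA7 (2.32), H3C14 and SAMD11 (-2.75) in A549 cells, and VGF (2.50), CYP1B1, TFR2 and SERPING1 in Huh7 cells, the last pair falling to the limit of detection.

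The medians of the other lists with P. chinensis, with camera's adjusted p, were as follows. For A549 cells, the immediate early and AP-1 genes had 0.29 (1.58e-05), cholesterol biosynthesis 0.07 (0.810), fatty acid desaturation -0.24 (0.156), acyl-CoA hydrolysis -0.02 (0.929), metallothioneins -0.07 (0.922), the unfolded protein and ATF4 response 0.02 (0.922), the interferon response 0.24 (0.268), hepatocyte genes -0.39 (0.511), mitochondrially encoded genes -0.10 (0.809), ribosomal proteins -0.15 (0.0252) and KRAB zinc finger genes 0.11 (0.318). Without control replicate 2 or 3 the median of the metallothioneins was -0.28 or 0.26. That of cholesterol biosynthesis was -0.01 without replicate 3 of P. chinensis. Acyl-CoA hydrolysis had 0.02 without control replicate 3, and the unfolded protein and ATF4 response -0.03 without control replicate 2. The mitochondrially encoded genes had -0.23 without replicate 3 of P. chinensis and -0.01 without its replicate 1. In Huh7 cells nucleotide synthesis had -0.25 (0.000288), folate metabolism -0.40 (1.93e-06), the kynurenine pathway -0.20 (0.0603), the unfolded protein and ATF4 response -0.23 (0.000541), the interferon response 0.26 (0.0711), hepatocyte genes -0.24 (2.13e-05), mitochondrially encoded genes 0.44 (0.0162), ribosomal proteins 0.10 (0.256), KRAB zinc finger genes 0.31 (1.07e-06) and apoptosis 0.05 (0.00223), which was 0.12 without control replicate 3. The median of the ribosomal proteins in Huh7 cells was 0.05 without replicate 3 of P. chinensis. With the estimated correlation the immediate early genes in A549 cells (0.138), the ribosomal proteins in A549 cells (0.715) and the mitochondrially encoded genes (0.582), KRAB zinc finger genes (0.242) and apoptosis genes (0.0640) in Huh7 cells did not pass.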
